# Seasonal environmental fluctuations alter the transcriptome dynamics of oocytes and granulosa cells in beef cows

**DOI:** 10.1186/s13048-024-01530-0

**Published:** 2024-10-14

**Authors:** Kamryn Joyce, Ahmed Gad, Nico G. Menjivar, Samuel Gebremedhn, Daniella Heredia, Georgia Dubeux, Maria Camila Lopez-Duarte, Joao Bittar, Angela Gonella-Diaza, Dawit Tesfaye

**Keywords:** Oocytes, Granulosa cells, Heat stress, Seasonality, Transcriptome, Beef cows

## Abstract

**Background:**

Examining the mechanistic cellular responses to heat stress could aid in addressing the increasing prevalence of decreased fertility due to elevated ambient temperatures. Here, we aimed to study the differential responses of oocytes and granulosa cells to thermal fluctuations due to seasonal differences. Dry beef cows (*n* = 10) were housed together, synchronized and subjected to a stimulation protocol to induce follicular growth before ovum pick-up (OPU). Two OPU’s were conducted (summer and winter) to collect cumulus-oocyte-complexes (COCs) and granulosa cells. In addition, rectal temperatures and circulating blood samples were collected during OPU. Oocytes were separated from the adherent cumulus cells, and granulosa cells were isolated from the collected OPU fluid. RNA was extracted from pools of oocytes and granulosa cells, followed by library preparation and RNA-sequencing. Blood samples were further processed for the isolation of plasma and leukocytes. The transcript abundance of *HSP70* and *HSP90* in leukocytes was evaluated using RT-qPCR, and plasma cortisol levels were evaluated by immunoassay. Environmental data were collected daily for three weeks before each OPU session. Data were analyzed using MIXED, Glimmix or GENMOD procedures of SAS, according to each variable distribution.

**Results:**

Air temperatures (27.5 °C vs. 11.5 °C), average max air temperatures (33.7 °C vs. 16.9 °C), and temperature-humidity indexes, THI (79.16 vs. 53.39) were shown to contrast significantly comparing both the summer and winter seasons, respectively. Rectal temperatures (Summer: 39.2 ± 0.2 °C; Winter: 38.8 ± 0.2 °C) and leukocyte *HSP70* transcript abundance (Summer: 4.18 ± 0.47 arbitrary units; Winter: 2.69 ± 0.66 arbitrary units) were shown to increase in the summer compared to the winter. No visual differences persisted in *HSP90* transcript abundance in leukocytes and plasma cortisol concentrations during seasonal changes. Additionally, during the summer, 446 and 940 transcripts were up and downregulated in oocytes, while 1083 and 1126 transcripts were up and downregulated in the corresponding granulosa cells, respectively (Fold Change ≤ -2 or ≥ 2 and FDR ≤ 0.05). Downregulated transcripts in the oocytes were found to be involved in ECM-receptor interaction and focal adhesion pathways, while the upregulated transcripts were involved in protein digestion and absorption, ABC transporters, and oocyte meiosis pathways. Downregulated transcripts in the granulosa cells were shown to be involved in cell adhesion molecules, chemokine signaling, and cytokine-cytokine receptor interaction pathways, while those upregulated transcripts were involved in protein processing and metabolic pathways.

**Conclusion:**

In conclusion, seasonal changes dramatically alter the gene expression profiles of oocytes and granulosa cells in beef cows, which may in part explain the seasonal discrepancies in pregnancy success rates during diverging climatic weather conditions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13048-024-01530-0.

## Background

With the rise of climate change becoming more prevalent over the years, it has been postulated that the duration and severity of heat stress will continually increase, posing detrimental impacts to the livestock industry, notably the beef and dairy sectors [1]. Excessive heat loads on animals negatively impact animal welfare and performance, with evident reductions in reproductive efficiencies, as one of the leading heat stress-related impacts affecting livestock productivity [2]. Additionally, it is well-documented that heat stress negatively impacts the reproductive performance of dairy and beef cattle through alterations in follicular development, oocyte maturation, and granulosa cells’ function [3, 4]. Therefore, understanding the molecular changes in oocytes and follicular cells associated with environmental heat stress in beef cows could provide a unique opportunity to identify molecular targets for future managerial interventions and the development of therapeutic strategies.

Seasonal studies in cattle have shown that elevated temperatures compromise oocyte development [5]. Rocha et al. [6] observed the effects of environmental temperatures and humidity on the quality and developmental capacity of bovine oocytes from Holstein cows [6]. Results from this study showed that a higher percentage of morphologically normal oocytes were produced during the cooler season than during the warmer season, while the percentage of fertilized oocytes that developed to the 2-cell, 8-cell, and morula stages, were also greater during the cooler season. Moreover, previous studies have duly indicated that altered oocyte developmental competence from direct exposure to heat stress also negatively hampers their mitochondrial function by impacting ATP levels and redox regulation [7].Furthermore,, heat stress also has negative impacts on the function of granulosa cells. Disturbances in granulosa cells’ quality and impairments to their proliferation capacity may indirectly affect follicular development and oocyte maturation, resulting in impaired embryo development and subsequent failures in pregnancy establishment [4]. Furthermore, in mice, it was shown that the exposure to heat stress increased the proportion of granulosa cells undergoing apoptosis and the number of atretic follicles, while reducing the intrafollicular aromatase activity, as well as circulating estradiol concentrations [8]. Additional studies are required to examine the molecular mechanisms underlying the response of oocytes and granulosa cells to heat stress, specifically in beef cattle.

A recent study from our group [9] investigated the encapsulated microRNA cargo of extracellular vesicles (EVs) derived from the follicular fluid of beef cows in response to seasonal environmental changes. In that study, several miRNAs were differentially expressed in EVs derived from the summer versus the winter, with precise candidates like miR-10a, miR-10b, miR-184, miR-19b, and miR-452 upregulated and miR-1246, miR-199b, and miR-370 downregulated during summer compared to the winter groups. Interestingly, those DE-miRNAs were found to be involved in the regulation of signaling pathways including WNT-, p53-, mTOR-, Hippo, and FoxO-signaling pathways, which are the dominant regulatory pathways involved in mammalian follicular development. As follicular fluid EV molecular cargos are direct determinants and a reflection of the physiology of the cells amidst the follicular microenvironment including cumulus cells, granulosa cells, and theca cells, the results of our previous study led us to hypothesize that the oocytes and the surrounding granulosa cells respond to environmental seasonal fluctuations in heat stress via altering their transcriptome profile. Therefore, in the present study, we aimed to investigate the transcriptome dynamics of GV-stage oocytes and granulosa cells, determining their response to fluctuating environmental temperatures during summer and winter seasons.

## Materials and methods

### Animals

This experiment was conducted at the UF/IFAS North Florida Research and Education Center in Marianna, FL, and was approved by the Institutional Animal Care and Use Committee (IACUC ID: IACUC202200000706). Eleven non-pregnant and non-lactating, multiparous *Bos taurus* cows crossbreed were clinically examined via transrectal ultrasound to evaluate their reproductive tract and cyclicity status. Only animals without clinical abnormalities showing at least one corpus luteum were enrolled in the study. Cows remained together for the duration of the experiment (February-August) and were maintained in outdoor pens with Bahia grass and fed bermudagrass hay to meet the nutritional requirements of mature cows with ad libitum access to water and mineralized salt during the duration of the study. One cow died before the second OPU session and therefore, was completely removed from the study.

### Synchronization, follicular stimulation, and ovum pick-up

Cows were subjected to a synchronization and FSH-based stimulation protocol to induce follicular growth as indicated in the hormonal experimental design outlined in Fig. 1. On day 0, an intravaginal P4 device (Eazi-Breed™ CIDR^®^; 1.38 gr P4; Zoetis Animal Health; Kalamazoo, MI, USA) was inserted and an intramuscular injection of a GnRH analog (100 µg of synthetic gonadorelin hydrochloride; Factrel; Zoetis Animal Health; Kalamazoo, MI, USA) was administrated. Follicular growth was stimulated by administering exogenous FSH (porcine pituitary-derived follicle-stimulating hormone; Folltropin^®^; Vetoquinol; Canada). Briefly, on day 3, 105 IU of FSH were administrated intramuscularly twice, once in the morning (7 am) and once in the afternoon (6 pm). Next, on day 4, one injection of 70 IU of FSH was administered in the morning (7 am). Finally, the CIDR was removed on day 5 (morning), and rectal temperature was collected. Transrectal ultrasounds were then conducted to assess the number of antral follicles and the presence of a CL. OPU was performed as previously reported [9] using a real-time B-mode ultrasound scanner (Mindray 2200; Mindray Bio-Medical Electronics, Shenzhen, China) equipped with a 5-MHz micro-convex transducer (Mindray model 65C15EAV, Mindray Bio-Medical Electronics, Shenzhen, China) and coupled to a follicular aspiration guide (WTA, São Paulo, Brazil) and a stainless-steel guide. The follicular puncture was performed using a disposable 18 G hypodermic needle connected to a 50-mL conical tube via a suitable silicon tubing system (WTA). The pressure for aspiration was maintained using a vacuum pump (WTA model BV-003, WTA) with negative pressure adjusted between 60 and 80 mmHg. Only follicles from ~ 4 mm to ≤ 8 mm were aspirated. Follicles ≥ to 9 mm were starting a dominance phase and were not aspirated. After the OPU of both ovaries, the aspiration system was replaced with a new one before conducting OPU for the next cow. OPUs from winter and summer were conducted in February and August, respectively by the same operator.

**Fig. 1:**
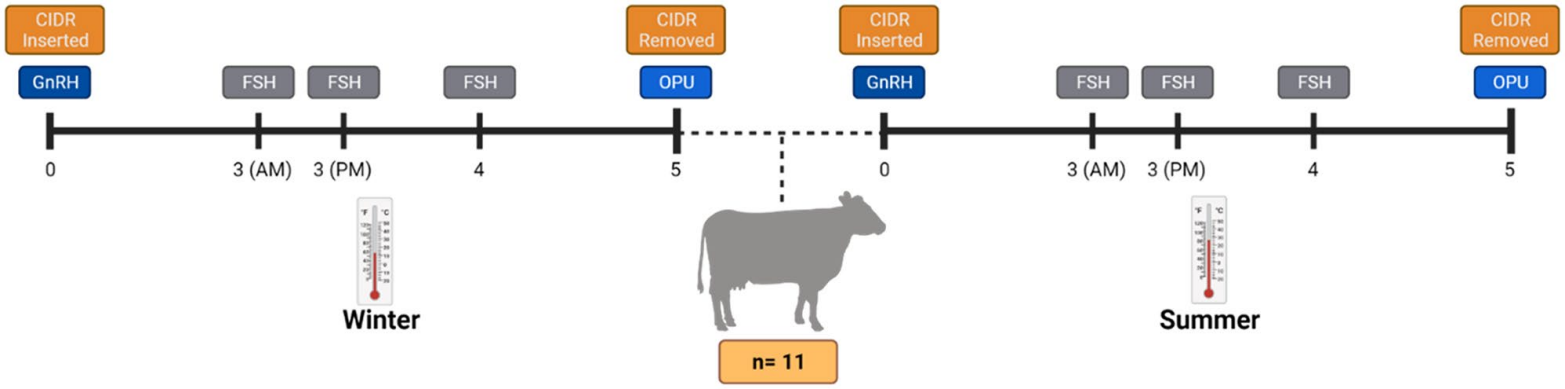
Hormonal protocol used in the present study. Briefly, a 5-day CIDR and FSH synchronization and stimulation protocol was used to induce follicular growth before each OPU session (Winter and Summer). Created with BioRender.com

### Sample collections

#### Collection of cumulus-oocyte-complexes and oocyte isolation

Following OPU procedures for each animal, COCs were allowed to settle to the bottom of the collection tube. The uppermost aqueous fluid above the pelleted aspirate was then collected with a pipette and transferred to a new tube. Following searching the dense collection of cellular debris and tissue remnants, COCs were washed three times with holding media (ABT complete flush; ABT 360, LLC; Pullman, WA, USA). Grading of COCs was performed based on the criteria set by the International Embryo Technology Society [10]. Grade 1: >5 layers of even cumulus cells with even cytoplasm; Grade 2: three to five layers of cumulus cells, mostly even distributed, and even cytoplasm; Grade 3: < 3 layers of dense compact cumulus cells, often uneven, and abnormally small oocytes with clear, granular, and uneven cytoplasm; Grade 4: degenerated. Grade 3 and 4 COCs were discarded and not included in further analyses of this study.

Collected grades 1 and 2 COCs were immediately subjected to enzymatic and mechanical efforts to remove adhered cumulus cells using 10,000 units/mL hyaluronidase (Sigma H-4272) and a high-speed vortex. One ml of holding medium was added to each tube, and the contents were transferred to a separate petri dish. Denuded oocytes (germinal vesicle stage, GV) were then isolated and washed twice in PBS. Every oocyte was closely checked for the presence of somatic cells under a stereomicroscope. Finally, the oocytes were transferred individually to a new tube with minimal volume of PBS and immediately snap-frozen in liquid nitrogen. All samples were stored at -80^o^C until further analysis.

#### Collection of granulosa cells

For individual animals, the uppermost aqueous phase of the OPU collection fluid was transferred to a new 15 ml falcon tube and centrifuged at 750 ×g for 5 min to pelletize the cells. Granulosa cells were then immediately snap-frozen and stored at -80^o^C until further use.

#### Collection of plasma samples

At the time of each OPU, blood samples were collected using EDTA blood collection tubes (K2 EDTA BD Vacutainer^®^; Ref. 366643; BD Vacutainer; United Kingdom). OPU session happened in the morning period for both, summer and winter collections. Collection tubes containing the blood samples were centrifuged at 3000 ×g for 15 min to separate the plasma from the blood cells. The plasma was pipetted into microtubes and stored at -80^o^C for downstream analysis.

#### Leukocytes isolation

The white blood cell layer resulting from harvesting the plasma was then used to harvest the buffy coat. Briefly, the white layer was transferred into a 15 ml falcon tube using a sterile pipette and diluted in 3x the volume (~ 6 ml) of distilled water. Cells were mechanically suspended via pipetting, followed by centrifugation at 500×g for 15 min at 18^o^C. The supernatant was removed, and the pellets were scraped against a rack to unstick the cells. This step was repeated until the pellet was cleared of all red blood cells (2–3 times). Finally, the resuspended cells were transferred to a 2 ml microtube and centrifuged at 4000 ×g for 10 min. Without disturbing the cell pellet, the supernatant was removed, and the ensuing leukocytes were then immediately snap-frozen and stored at -80^o^C for downstream application.

### Climatic conditions

Data for climatic conditions were collected daily for three weeks before each OPU session using the Florida Automated Weather Network (FAWN) [11]. The following weather measurements were taken from FAWN: temperature (average and maximum) and relative humidity. The temperature humidity index (THI) was calculated using the following equation: THI = (1.8 × T + 32) - [(0.55–0.0055 × RH) × (1.8 × T − 26)]. Where T = air temperature (°C) and RH = relative humidity (%) [12].

### Plasma cortisol assay

Circulating plasma cortisol concentrations were quantified using the automated IMMULITE^®^ 2000 Xpi cortisol Immunoassay kit (Cat. No. L2KCO2, Siemens Healthcare, CA, USA). Briefly, per the manufacturer’s recommendations, the cortisol kit was adjusted for each lot number with a calibration range of 10 to 500 ng/mL. Commercially available tri-level (26.8, 149, and 254 ng/mL) quality control samples (Lyphocheck Immunoassay Plus Control, Cat. No. 370, Bio-Rad, Hercules, CA, USA) were run daily before the experimental samples. Quality control samples were considered to pass if the coefficient of variation (CV) was below 10% for each level and the replicates were within the manufacturer’s reported range. Before analysis, samples were thawed at room temperature and run in duplicates. An internal calculation of quantification was reported for each duplicate, and these values were averaged to determine the CV. All concentrations reported have a CV of less than 10%.

### Total RNA extraction, reverse transcription, and quantitative real-time PCR of leukocytes

Total RNA was extracted from leukocytes using the PureLink™ RNA Mini Kit (Cat. No. 12183025; Thermo Fisher Scientific™; Austin, TX, USA) according to the manufacturer’s instruction. Samples were homogenized in 600 µL of lysis buffer containing 1% mercaptoethanol. The “On-Column PureLink^®^ DNase Treatment Protocol” from the PureLink™ DNase Set (Cat. No. 12185010; Thermo Fisher Scientific™) was performed on individual samples to remove DNA contaminants. RNA yield and purity were analyzed using the NanoDrop™ One Spectrophotometer (Thermo Fisher Scientific™) with criteria set that the yield (> 20 ng/µL) and the purity (absorbance 260/280 ratio ~ 2). Cows containing valid samples from summer and winter, were keep for further analysis. Samples were then stored at -80 °C until further use.

RNA samples (*n* = 7 in summer and *n* = 7 in winter) were reverse transcribed to cDNA using the High-Capacity cDNA Reverse Transcription Kit (Cat. No. 4368814; Thermo Fisher Scientific™) following the manufacturer’s instruction. Briefly, 500 ng of RNA and ensuing reagents were combined and subjected to incubation in a Bio-Rad C1000 Touch™ Thermal Cycler at an initial temperature of 25^o^C for 10 min, followed by 37^o^C for 120 min, 85^o^C for 5 min, and then 4^o^C. The final output volume of 20 µL of cDNA was then diluted 1:80 with DEPC-treated water and stored at -20 °C for further qRT-PCR reactions.

Primers used for quantitative real-time PCR (qPCR) are indicated in Supplementary Table 1. The characteristics of the primers were checked in The OligoAnalyzer™ Tool software, (Integrated DNA Technologies, Biodynamics, https://www.idtdna.com/pages/tools/oligoanalyzer?returnurl=%2Fcalc%2Fanalyzer), while the specificity was compared by BLAST1 (NCBI, http://blast.ncbi.nlm.nih.gov). each primer pair were previously validated to establish primer pair efficiency (standard curves) and optimal primer concentration (concentration test). For all reactions (target and reference genes), a master mix containing SYBR Green (Cat. No. 1725274; SsoAdvanced Universal SYBR Green Supermix; Bio-Rad), forward and reverse primers, and DEPC-treated water were prepared in a 2 ml microtube. qPCR reactions were conducted in triplicates and prepared in a 96-well PCR plate (Cat. No. HSP9601; Bio-Rad) containing 16 µL of the master mix and 4 µL of the diluted cDNA samples. No template controls (NTC) without cDNA were run in each PCR plate. The Bio-Rad CFX software was used to run the protocol as follows: denaturation at 95^o^C for 3 min, followed by 40 cycles of 95^o^C for 10 s, and 60^o^C for 30 s, and finally, annealing/extension and plate read at 65^o^C for 5 s and then melting curve analysis at 95^o^C + 0.5^o^C. No amplification was detected in NTC. RefFinder [13, 14] was used to determine the stability of the reference genes, and according to their Cq, *ACT-B*, and *RPL15* were the most stable reference genes. Analysis to determine the relative expression of the genes of interest was done using the PFAFFL equation [15], considering each primer’s efficiency and following normalization using the geometric mean of the selected reference genes (*ACT-B* and *RPL15*). qPCR products from reactions containing target and reference genes primers were submitted to agarose gel electrophoresis and sequencing and identities were confirmed.

### Preparation of RNA from oocytes and granulosa cells for sequencing

Total RNA extraction of oocytes was performed after pooling 2–4 oocytes from a single cow and using the Arcturus™ PicoPure™ RNA (Thermo Fisher Scientific™) according to the manufacturer’s instruction Total RNA from granulosa cells was extracted using the miRNeasy mini kit (Qiagen, Hilden, Germany). For both types of samples (oocytes and granuloma cells), on-column DNA digestion was performed using the RNase-Free DNase Set (Qiagen) to remove genomic DNA contaminants. The concentration and integrity of the isolated samples were then assessed with NanoDrop 8000 spectrophotometer (Thermo Fisher Scientific™) and Agilent 2100 Bioanalyzer (Agilent Technologies, CA), respectively. RNA samples were pooled from two individual animals to create five biological replicates (*n* = 2 cows/pool, 5 pools per season) for both oocytes and granulosa cells, collected during the summer and winter. RNA samples were stored at -80 °C until sequencing.

### Library preparation and RNA-sequencing

For library preparation, messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand of cDNA was synthesized using random hexamer primers, followed by the second strand of cDNA synthesis. The library was ready after the end repair, A-tailing, adapter ligation, size selection, amplification, and purification. The libraries were checked with a Qubit DNA HS Assay Kit in a Qubit 2.0 Fluorometer (Thermo Fisher Scientific™) for concentration, qPCR for quantification, and a bioanalyzer (Agilent Technologies) for the size distribution. Quantified libraries were pooled and sequenced using a NovaSeq6000 sequencing instrument (Illumina, Inc., San Diego, CA, USA) as paired end reads (150 bases).

### Sequencing data analysis

FASTQ files were generated for each sample using the software bcl2fastq (Illumina Inc., San Diego, CA), and their quality was checked using the FastQC tool version 0.11.9. Data were analyzed using the CLC Genomics Workbench, version 21 (Qiagen). Raw sequencing reads were trimmed based on quality score (Q-score > 30), ambiguous nucleotides (maximum two nucleotides allowed), read length (≥ 15 nucleotides), and after removing adapter sequences. One replicate from oocyte/summer group didn’t pass the quality control check. Therefore, we decided to exclude this replicate and its corresponding oocyte/winter and granulosa cell replicates from further analysis. Reads were mapped to the bovine reference genome (ARS-UCD1.3) applying the default software parameters. Data were normalized using the trimmed mean of the M-values normalization method (TMM normalization) [16] and presented as transcripts per million (TPM). The expression threshold was determined by the zFPKM method using the zFPKM R package v.1.16.0 [17]. Genes with zFPKM > − 3 in all replicates were considered expressed. Differential expression analysis was done using the Differential Expression tool based on a negative binomial Generalized Linear Model (GLM) function. Differentially expressed genes (DEGs) were filtered based on fold change (FC ≥ 2) and the P-adjusted value (FDR < 0.05) [18]. The raw FASTQ files and processed CSV files have been deposited into NCBI’s Gene Expression Omnibus (GEO) with the accession numbers (GSE235170, GSE235171) for the oocytes and granulosa cells, respectively.

After the identification of the DEGs in each cell type separately, a comparative analysis has been conducted to elucidate the unique and shared molecular responses of oocytes and granulosa cells to elevated environmental temperatures. Specifically, we focused on genes that were commonly dysregulated in both cell types during the summer followed by pathway enrichment analysis to identify the biological pathways impacted by these DEGs.

### Pathways and ontological classification analysis

The DEGs were submitted to the Database for Annotation, Visualization, and Integrated Discovery (DAVID) Bioinformatics web tool v. 2021 [19] for pathways and ontological classification enrichment analysis. Pathways and biological processes (BP) were determined from the KEGG database [20] and GOTERM_BP_DIRECT annotation set, respectively.

### Statistical analysis

Rectal temperature, plasma cortisol concentration, and HSP70 and HSP90 transcript abundance in leukocytes were analyzed using the MIXED procedure of SAS version 9.3 (SAS/STAT^®^, SAS Inst. Inc., Cary, NC) with cow as a random effect. The number of follicles and oocytes were analyzed by negative binomial regression analyses using the GENMOD procedure. The proportion of grade 1, 2, 3, and 4 oocytes were analyzed by ANOVA using the GLIMMIX procedure with logit function. Square-root transformation was applied when residuals were not normally distributed according to the Shapiro-Wilk and Kolmogorov-Smirnov tests. For all models, cow was considered the experimental unit, and data are presented as mean ± standard error of the mean. We set the significance level for rejecting the null hypothesis to *P* ≤ 0.05 and considered trends significant at 0.05 ≤ *P* ≤ 0.10.

## Results

### Climatic conditions

As expected, the average air temperature (27.5 °C vs. 11.5 °C), average maximum air temperature (33.7 °C vs. 16.9 °C), and relative humidity (82.3% vs. 83.5%) during the summer and winter, respectively, differed considerably (Fig. 2). After using the equation to calculate the THI for the 3 weeks prior to each sample collection, the summer estimate was 79.2, while the winter was 53.4 (Fig. 2; Table 1). Accordingly, the Livestock Safety Weather Index [21], a common resource used to classify the intensity of the THI values, recognizes four primary categories: normal, alert, danger, and emergency. Based on this criterion, over the three weeks preceding the OPU collections, the winter had 100.0% normal THI days, while the summer had 59.1% of the days considered as ‘alert’ and 40.9% considered as ‘danger’ THI thresholds (Table 1).

**Fig. 2:**
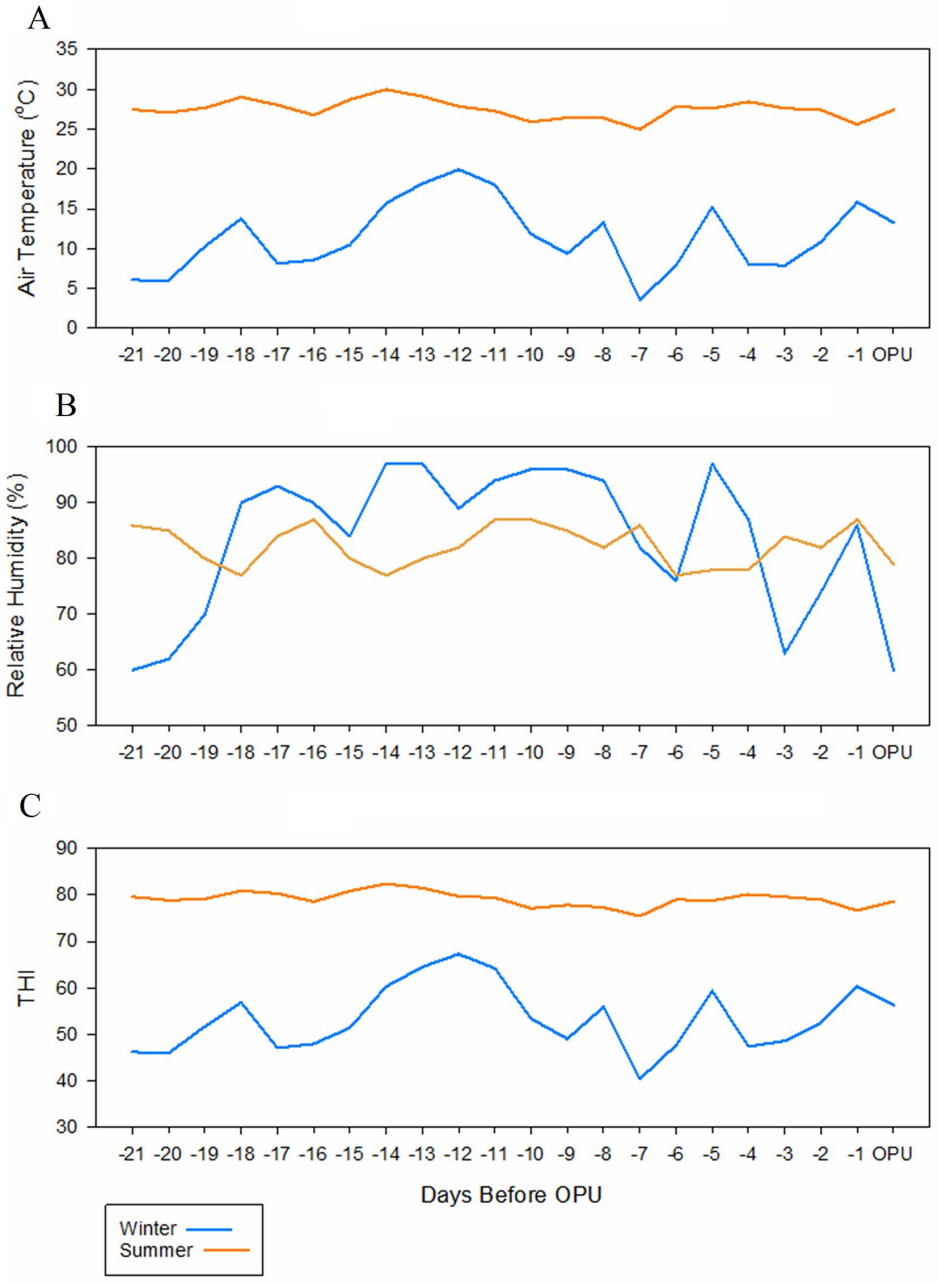
Climatic conditions were collected for twenty-one days before each OPU session. **A**) Average air temperature, **B**) Relative humidity, **C**) Temperature humidity index (THI). Data were collected using the Florida Automated Weather Network (FAWN; https://fawn.ifas.ufl.edu/data/reports/)

**Table 1:** Descriptive statistics for the temperature humidity index (THI) average values for 21 days before each OPU session

Season	Mean	SD	Min	Max	CV, %	% Days THI normal	% Days THI alert	% Days THI danger
Winter	53.4	7.1	40.4	67.3	13.3	100.00	0	0
Summer	79.2	1.6	75.5	82.4	2.0	0	59.1	40.9

SD, Standard deviation; Min, Minimum; Max, Maximum; CV, Coefficient of variation

Thresholds cutoff points from *Livestock Weather Safety Index (LCI*,* 1970)*: THI ≤ 74 = Normal, 74 > THI ≤ 79 = Alert, 79 > THI ≤ 84 = Danger, and THI 84 = Emergency

### Rectal temperature and plasma cortisol concentration

Average rectal temperatures were higher (*P* = 0.03) in the summer (39.2 ± 0.2 °C) than in the winter (38.8 ± 0.2 °C; Fig. 3A). However, plasma cortisol concentrations did not differ when comparing collections from the summer (29.4 ± 3.0 ng/mL) and winter (34.4 ± 4.2 ng/mL) seasons (Fig. 3B).

**Fig. 3:**
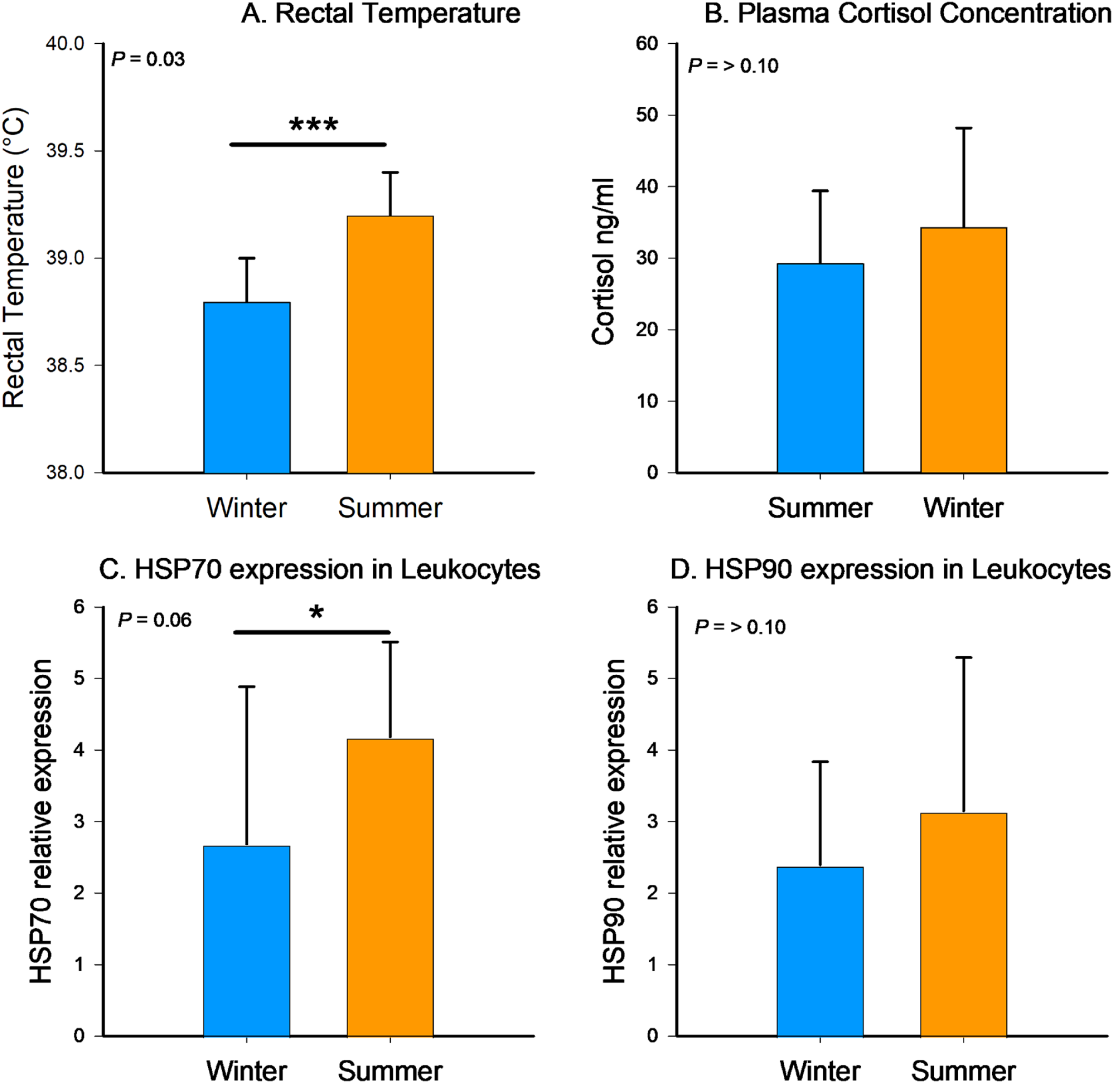
Mean ± SEM of rectal temperature (**A**), plasma cortisol concentration (**B**), and *HSP70* (**C**) and *HSP90* (**D**) transcript abundance from beef cows during the summer and winter (*n* = 11). *** Denotates statistical differences when *P* ≤ 0.05 and * denotates statistical tendencies when *P* ≥ 0.05 still *P* < 0.1

#### *HSP70* and *HSP90* transcript abundance in leukocytes

Quantitative analysis of *HSP70* and *HSP90* in leukocytes isolated from cows during the summer and winter seasons revealed that *HSP70* tended to have a higher abundance during the summer season, with no difference in the expression of *HSP90* (Fig. 3C and D).

### Follicular observations and oocyte recovery

No significant difference in the total number of follicles (summer 23.9 ± 3.9 vs. winter 18.9 ± 4.8) and the total number of oocytes recovered (summer 13.0 ± 3.6 vs. winter 9.0 ± 1.6) between seasonal collections was observed (Table 2). However, oocyte quality differed when comparing the seasons. In summer, both the number (summer 1.09 ± 0.5 vs. winter 6.4 ± 1.7; P = < 0.01) and the proportion (summer 7.1% ± 2.5 vs. winter 57.8% ± 12.0; P = < 0.01) of grade 1 oocytes decreased, while the number (summer 4.1 ± 1.1 vs. winter 1.2 ± 0.7; *P* = 0.09) and the proportion (summer 30.5% ± 5.5 vs. winter 12.3% ± 5.2; *P* = 0.04) of grade 4 oocytes increased or tended to increased. The number of grade 2 and grade 3 oocytes did not differ significantly between seasonal collections, however, the proportion of grade 2 (summer 26.3% ± 8.4 vs. winter 11.4% ± 5.6; *P* = 0.05) and grade 3 (summer 36.1% ± 5.4 vs. winter 8.3% ± 8.3; P = < 0.01) oocytes was higher from collections during the summer compared to the winter (Table 2).

**Table 2:** Number of follicles visualized at OPU and of recovered oocytes and their quality in summer and winter

Variables (Mean ± SEM)	SUM	WIN	*P* value
	*Numbers*		
Total follicles	23.9 ± 3.9	18.9 ± 4.	0.57
Total oocytes	13.5 ± 0.2	9.3 ± 1.6	0.36
Grade 1	1.09 ± 0.5	6.4 ± 1.7	< 0.01
Grade 2	3.2 ± 1.3	1.4 ± 0.7	0.13
Grade 3	5.1 ± 1.5	0.6 ± 0.6	0.64
Grade 4	4.1 ± 1.1	1.2 ± 0.7	0.09
	*Percentage*		
Grade 1	7.1 ± 2.5	57.8 ± 12.0	< 0.01
Grade 2	26.3 ± 8.4	11.4 ± 5.6	0.05
Grade 3	36.1 ± 5.4	8.3 ± 8.3	< 0.01
Grade 4	30.5 ± 5.5	12.3 ± 5.2	0.04

### Oocyte transcriptome analysis

After quality control, data from 8 libraries (*n* = 4 for summer and *n* = 4 for winter) were used for the bioinformatic analyses. The eight cDNA libraries had an approximate average of 53 million clean reads per library, with an average of 98.4% of the reads mapped to the bovine reference genome. The principal component analysis (PCA) in Fig. 4A and hierarchical heatmap in Fig. 4B displayed clear separation and distribution based on the expression of genes for each group. A total of 12,489 and 13,129 genes were expressed (zFPKM > -3 in the four replicates) in the summer and winter groups, respectively with 12,239 genes being mutually expressed during both seasons. Alternatively, 250 genes were expressed exclusively in the summer, while 890 genes were expressed exclusively in the winter (Fig. 4C). Among the top 20 expressed genes, 16 were detected in both groups, including Ubiquitin B *(UBB)*, Serglycin *(SRGN)*, Inhibin Subunit Alpha *(INHA)*, Cytochrome C Oxidase I *(COX1)*, Cytochrome C Oxidase III *(COX3)*, and Heat Shock Protein Family B (Small) Member 1 *(HSPB1)* (Table 3).

**Fig. 4:**
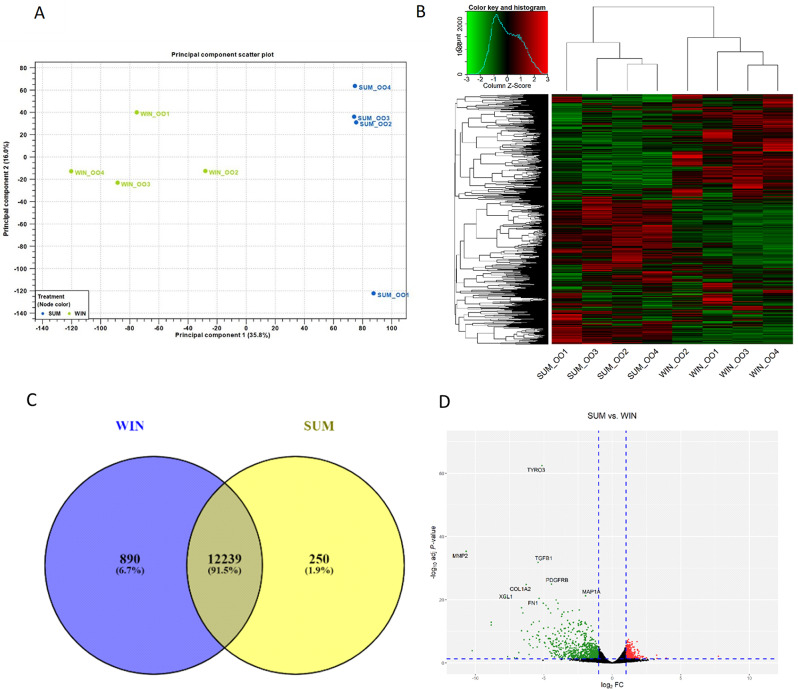
Transcriptomic analyses and differentially expressed genes (DEGs) during summer and winter of oocytes in beef cows. Principal component analysis (PCA; **A**) and hierarchical heatmap (**B**) indicating the expression of genes in oocyte’s during summer and winter. Venn diagram (**C**) showing exclusively and mutually expressed genes between summer and winter and Volcano plot (**D**) indicating the differentially expressed genes from summer compared to the winter [Individual red and green dots represent the number of up- and downregulated genes, respectively (FC ≥ 2; FDR p-value ≤ 0.05)]. Summer = SUM (*n* = 4) and Winter = WIN (*n* = 4)

**Table 3:** The top 20 most abundant expressed genes in the oocytes from the summer (SUM) and the winter (WIN), represented as the mean of TPM. Common genes in SUM and WIN are bolded

Gene symbol	SUM, TPM	Gene symbol	WIN, TPM
***UBB***	8675.86	***SRGN***	7458.34
***SRGN***	6404.08	***INHA***	6818.34
***HSPB1***	4652.46	***COX3***	6490.96
***VIM***	4635.51	***VIM***	6143.22
***ACTG1***	4398.71	***UBB***	5878
***COX3***	4098.08	***ACTG1***	5643.2
***RPLP0***	4082.57	***COX1***	5413.63
***RPS15***	4031.76	***HSPB1***	5185.75
***RPLP1***	3724.83	***RPS15***	4297.18
***ACTB***	3655.07	***RPLP0***	4251.25
***RPS5***	3647.72	*ATP6*	4164.03
***ACCSL***	3629.19	***ACTB***	4132.6
***COX1***	3460.1	***RPLP1***	4119.52
***INHA***	3214.14	***TPT1***	4013.41
***GAPDH***	3181.01	***ENO1***	3948.27
***TPT1***	3156.35	*ND3*	3906.64
***RPL7A***	3153.91	***GAPDH***	3719.85
***ENO1***	2934.14	*SERPINE2*	3687.72
***RPL18A***	2807.29	***RPS5***	3619.45
***ZP3***	2770.11	*ND2*	3455.46

TPM-Transcript per million

Differential expression analysis indicated a total of 1,386 genes differentially expressed between the two groups (FC ≥ 2; FDR = ≤ 0.05; zFPKM>-3) in all biological replicates of the enriched group (Supp Table 2). During the summer, there was an up-regulation of 446 genes and a downregulation of 940 genes compared to the winter (Fig. 4D). Matrix Metallopeptidase 2 (*MMP2) was the* top downregulated gene (FC = -1628.99) and Tumor necrosis factor Receptor Superfamily Member 13B (*TNFRSF13B)* was among the top upregulated genes; (FC = 213.56; Table 4).

**Table 4:** Top 10 up- and downregulated, genes in the oocytes from the summer (SUM) compared to the winter (WIN) groups

Name	FC	FDR
*TNFRSF13B*	213.56	0.008224
*ENSBTAG00000050942*	15.23	0.033098
*GAST*	9.56	0.040492
*ENSBTAG00000030892*	9.41	0.003428
*DRD5*	5.62	0.023822
*PPYR1*	5.18	0.038289
*EFNA3*	4.82	0.009969
*VSX1*	4.57	0.016235
*TLX3*	4.52	0.008296
*ENSBTAG00000018583*	4.20	0.013834
*COL3A1*	-98.37	3.38E-18
*TEAD4*	-113.22	0.000543
*TNFRSF8*	-124.88	0.028745
*TNFSF4*	-141.01	0.023035
*C1QTNF5*	-200.22	0.011001
*XCL1*	-223.48	1.18E-21
*EMP1*	-456.81	1.04E-12
*ANXA8L1*	-457.97	1.34E-13
*TMEM26*	-1198.66	0.000143
*MMP2*	-1628.99	4.78E-36

FC-Fold change, FDR-False discovery rate

Gene enrichment analysis of the oocytes identified protein digestion and absorption, ABC transporters, oocyte meiosis, and progesterone-mediated oocyte maturation as the top significant pathways upregulated in summer (Fig. 5A). While ECM receptor interaction, phosphoinositide 3-kinase (*PI3K*)–*AKT* (*PI3K-AKT*) signaling, and focal adhesion pathways were the top-significant pathways downregulated (Fig. 5B). Moreover, the meiotic cycle and DNA methylation involved in gamete generation were the top significant biological processes upregulated in summer and extracellular matrix organization was the top downregulated (Fig. 5C & D).

**Fig. 5:**
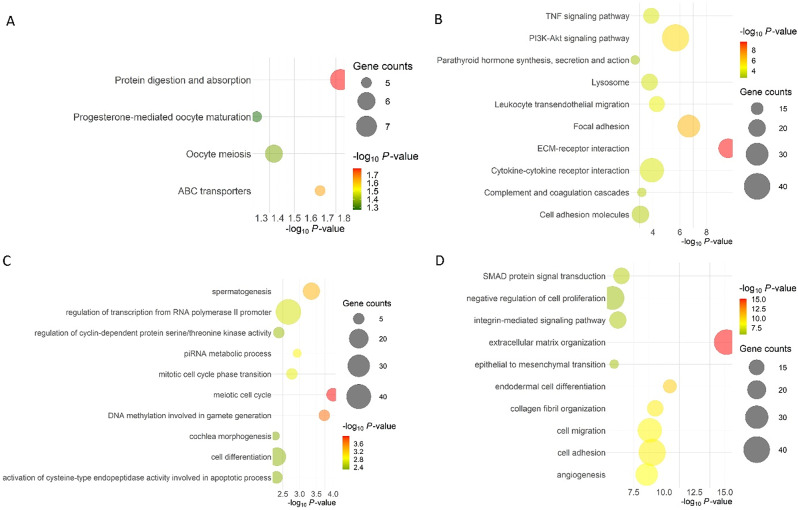
Top 20 enriched pathways (**A**. Upregulated pathways; **B**. Downregulated pathways) and biological processes (BP; **C**. Upregulated BP; **D**. Downregulated BP) in oocytes collected during summer (SUM) and winter (WIN) in beef cows

### Granulosa cells transcriptome analysis

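Granulosa cells line the ovarian follicle and nourish the oocyte. They were obtained by ovum pick-up (OPU), in which follicles are aspirated through an ultrasound-guided needle after FSH stimulation, and the cells were pelleted from the upper phase of the OPU fluid of each cow. The methods name no sorting or lysis of other cells in that pellet. RNA of 2 cows was pooled per library, and polyadenylated RNA was sequenced. The deposited file holds 4 summer libraries (replicates 1, 2, 3 and 5) and 4 winter libraries (replicates 1, 3, 4 and 5). The same cows were sampled in both seasons, and the paper left out a replicate together with its corresponding ones, so that equal replicate numbers may pair pools. Which cows make up each pool is not given, so the seasons were compared as independent groups, and with the replicate number as a block 1426 genes were called, 1180 of them among the 1671 called without it. Each season was sampled in a single OPU session, so season and session cannot be told apart. The sample labels and the paper differ on the winter month, the RNA kit, the build of the bovine genome and the software used. Values in the file are TPM over all listed genes, and each library sums to 1000000, so no trimmed mean of M-values (TMM) factor is left in them. The number of reads behind each value is not given per library, and no counting error could be computed. For comparisons between seasons, the 13 protein-coding genes of the mitochondrial genome were left out of the library total, the other genes were set to 1000000 per library, and a TMM factor was applied (scaled TPM). Genes with zFPKM above -3 in all 4 libraries of a season, 13046 in number, were tested with limma on log2(scaled TPM + 1). A gene was called differentially expressed at a 2-fold change on that scale and an adjusted p of at most 0.05, with zFPKM above -3 in all 4 libraries of the higher season. Fold changes near or below 1 scaled TPM are compressed by the added 1. The added 1 weighs more on the deposited TPM, where all genes but the 13 mitochondrial ones hold 28.9% in summer and 11.2% in winter. Low genes are pulled toward 0 there, while the median log2 fold change of all tested genes was 0.89. A fall of a list of low genes relative to all genes on that scale can thus come from the scale.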

Data from 8 libraries (*n* = 4 for summer and *n* = 4 for winter) were used in the bioinformatic analyses following quality control. The eight cDNA libraries had an approximate average of 42 million clean reads per library, with an average of 98.57% of the reads mapped to the bovine reference genome. The PCA (Fig. 6A) and hierarchical heatmap (Fig. 6B) displayed clear separation and distribution based on the expression of genes for each group. 

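The first principal component of log2(scaled TPM + 1) held 47.7% of the variance and set every summer library apart from every winter library. Its scores were -62.4, -44.5, -28.3 and -46.8 for summer replicates 1, 2, 3 and 5, and 48.0, 36.4, 45.8 and 51.8 for winter replicates 1, 3, 4 and 5. The second component held 14.2% and set winter replicate 4, at 61.1, apart from the other 7 libraries, at -28.5 to 2.71. Winter replicate 4 also held the most *TYROBP*, a signaling adaptor of myeloid and NK cells, at 30.6 scaled TPM against 2.92 to 6.16 in the other winter libraries. Pearson correlations across genes were 0.932 to 0.976 between libraries of the same season and 0.881 to 0.935 between seasons. Genes are not independent replicates, and no test was made of this separation. The first component of the deposited TPM held 86.5% of the variance.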

A total of 12,504 and 12,030 genes were expressed (zFPKM > -3 in the four replicates) in the summer and winter groups, respectively, with 11,488 genes being mutually expressed in both groups. 

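Most of the genes that differed between seasons were expressed in both. Of the 11488 genes above the zFPKM threshold in all 8 libraries, 673 were higher and 699 were lower in summer by the limma test. Their median was 12.8 scaled TPM in summer and 12.4 in winter. *GJA1*, the gap junction protein connexin 43, was among the higher genes, at 1055 ± 460.1 (SD, n = 4) scaled TPM in summer and 201 ± 36.5 (SD, n = 4) in winter (log2 fold change 2.31, standard error 0.25, adjusted p = 0.000762). *KRT19*, a keratin of simple epithelia, was among the lower ones, at 176 ± 64.4 (SD, n = 4) scaled TPM in summer and 1224 ± 699 (SD, n = 4) in winter (log2 fold change -2.68, standard error 0.37, adjusted p = 0.00151). The threshold was met by 12504 genes in all summer libraries and by 12030 in all winter libraries.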

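Some genes were listed at 0 in every library of a season. All genes but the 13 mitochondrial ones held 28.9% of TPM in summer and 11.2% in winter. At like depth a low gene is then more easily listed at 0 in winter, and depth is unknown. How far this shapes the genes listed at 0 in winter, here and below, was not tested. *PLEKHS1* had 2.29, 4.28, 1.34 and 2.42 scaled TPM in summer replicates 1, 2, 3 and 5 and was listed at 0 in winter (adjusted p = 0.00251), a call that ended on the deposited TPM and with a pseudocount of 5. *CIDEC*, a lipid droplet protein, was listed at 0 in summer and had 1.22, 1.49, 2.75 and 1.17 scaled TPM in winter replicates 1, 3, 4 and 5 (adjusted p = 0.00444), with the same limits. Of the 1016 genes above the threshold in all summer libraries alone, 128 were called higher in summer, 157 passed the adjusted p, and 70 were listed at 0 in every winter library. Their median was 1.18 scaled TPM in summer and 0.630 in winter. Of the 542 genes of winter alone, 171 were called lower in summer, 192 passed the adjusted p, and 13 were listed at 0 in every summer library, with medians of 1.72 scaled TPM in winter and 0.349 in summer. At a minimum of 1 scaled TPM in all 4 libraries, 751 genes were found in summer alone and 768 in winter alone.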

Alternatively, 1016 genes were expressed exclusively in the summer, while 542 genes were expressed exclusively in the winter (Fig. 6C). Among the top 20 expressed genes, 16 genes were also mutually represented amongst both groups (Table 5), including *COX1-3*,* ND1-6*,* ATP6*, and *ATP8* with *COX1* and *COX3* represented as the top 2 genes in both seasons.

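Transcripts of the 13 protein-coding mitochondrial genes, which encode subunits of the respiratory chain and ATP synthase, held 71.1% ± 15.7 (SD, n = 4) of TPM in summer and 88.8% ± 2.85 (SD, n = 4) in winter. All other genes held 28.9% and 11.2%. The share differed by -17.6 percentage points, summer minus winter (two-sided exact permutation test, p = 0.0571, 4 of 70 assignments). Summer replicate 3, at 87.7%, lay within the winter range of 85.1% to 92.0%, and without it the difference was -23.2 points (exact p = 0.0286, the smallest that 3 libraries against 4 allow). Without summer replicate 1, at 50.7%, it was -10.8 points. *COX1*, the catalytic subunit of cytochrome c oxidase, had 193132 ± 33088 TPM (SD, n = 4) in summer and 212379 ± 20092 (SD, n = 4) in winter, and *COX3* had 125826 ± 30248 and 165935 ± 9695. All 13 mitochondrial genes stood in the top 20 of both seasons. Among the other genes, *INHA*, the alpha subunit of inhibin, led in summer at 10505 ± 8372 TPM against 1064 ± 264 in winter, with 29371 ± 11451 (SD, n = 4) scaled TPM in summer and 10544 ± 1610.3 (SD, n = 4) in winter (log2 fold change 1.38, standard error 0.32, adjusted p = 0.0133), and *HBA*, a hemoglobin chain, was in the top 20 of winter alone, at 869 ± 1420.0 against 7.45 ± 5.50 TPM in summer. The winter median of *HBA* was 237 TPM, and winter replicate 3 held by far the most. With mitochondrial genes left out of the ranking, the top 20 lists shared 11 genes. This ranking was led in winter by ENSBTAG00000043570 and ENSBTAG00000043567 (99992 and 55277 scaled TPM), which have no symbol, have identifiers among those of the mitochondrial genes, and were counted here with the other genes. With both counted as mitochondrial, chosen after the values were seen, the shares were 71.8% and 90.3%, and the top 20 lists shared 10 genes. Set against the total of all other genes, 4 of the 13 mitochondrial genes were lower in summer and none was higher by limma (10 and 0 adjusted over the list alone, 0 higher and 11 lower at an unadjusted p under 0.05), with a median log2 fold change of -1.71 that turned to 0.09 under quantile normalization (camera adjusted p = 5.13e-06, 0.744 under quantile normalization, 4.97e-14 to 0.744 over 19 alternatives, and adjusted p = 0.274 with an estimated correlation). Quantile normalization gives each rank the same value in every library. As all 13 stand in the top 20, it largely removes a shift that they share, so its result does not test that shift. The 4 lower genes were *ND3* (-3.03), *ND4L* (-2.53), *COX2* (-2.15) and *ND6* (-1.98). Without summer replicate 1 or 2, or winter replicate 1, 4 or 5, only 2 passed, and without summer replicate 3, 10 did.

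**Figure D1:**
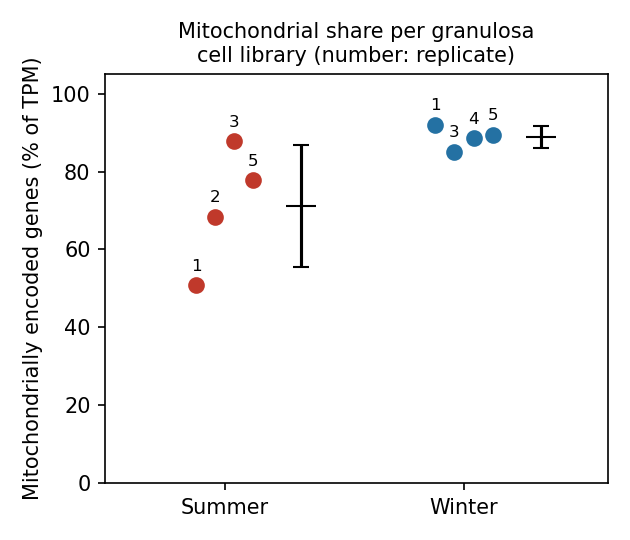
Share of TPM held by the 13 mitochondrially encoded genes (percent, linear axis from 0) in each granulosa cell library, numbered by replicate, with the mean and SD of each season beside the points. Summer libraries lie between 50.7% and 87.7% and winter libraries between 85.1% and 92.0%.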

**Fig. 6:**
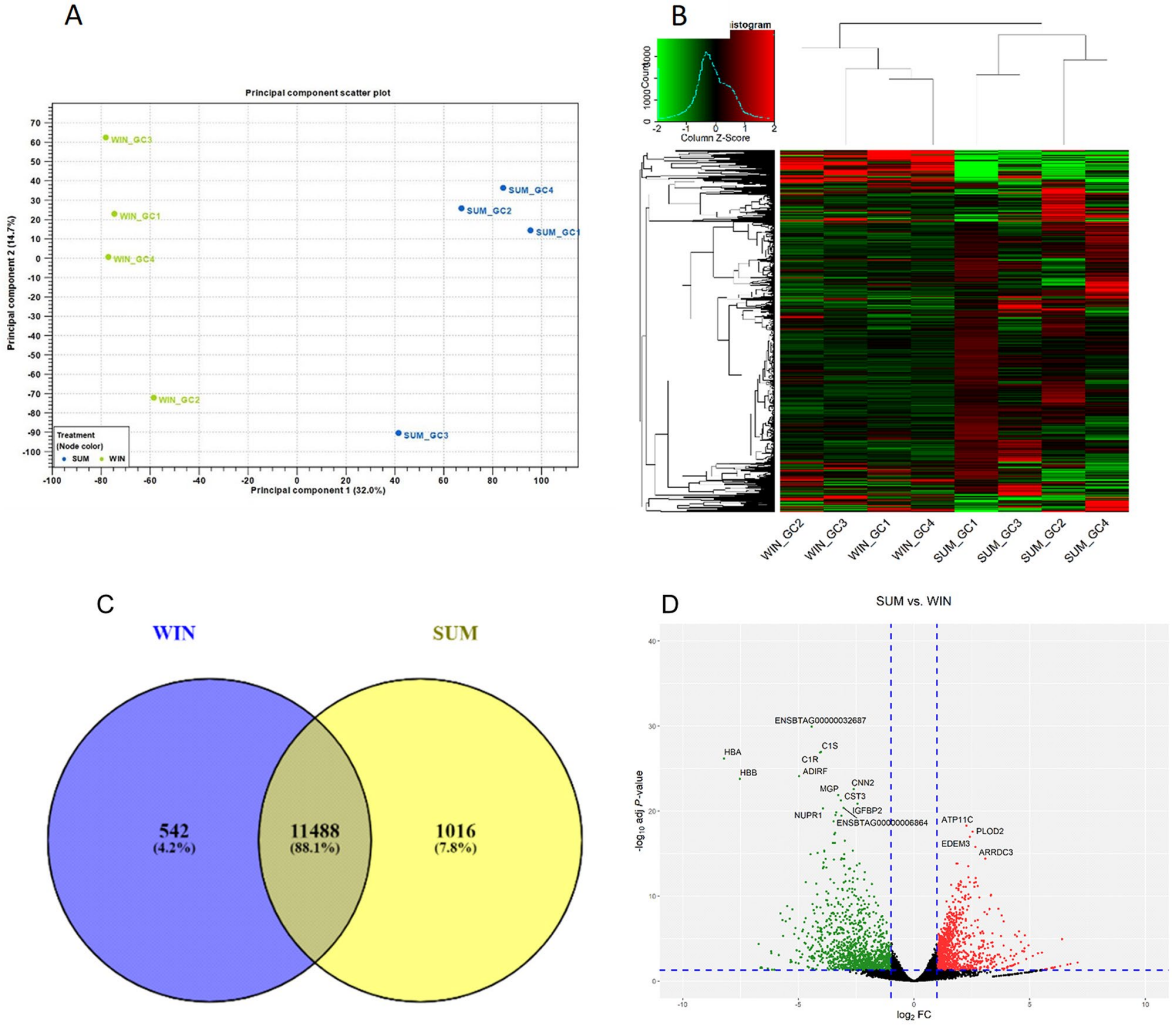
Transcriptomic analyses and differentially expressed genes (DEGs) during summer and winter of granulosa cells in beef cows. Principal component analysis (PCA; **A**) and hierarchical heatmap (**B**) indicating the expression of genes in granulosa cells during summer and winter. Venn diagram (**C**) showing exclusively and mutually expressed genes between summer and winter and Volcano plot (**D**) indicating the differentially expressed genes from summer compared to the winter [Individual red and green dots represent the number of up- and downregulated genes, respectively (FC ≥ 2; FDR p-value ≤ 0.05)]. Summer = SUM (*n* = 4) and Winter = WIN (*n* = 4)

**Table 5:** The top 20 most abundantly expressed genes in the granulosa cells of the summer (SUM) and the winter (WIN) groups, represented as the mean of TPM. Common genes in SUM and WIN are bolded

Gene symbol	SUM, Avg TPM	Gene symbol	WIN, Avg TPM
***COX1***	193,132	***COX1***	212,379
***COX3***	125,826	***COX3***	165,935
***ATP6***	72772.2	***ND3***	126,366
***ND1***	53169.8	***ATP6***	83449.6
***CYTB***	51791.2	***COX2***	72552.4
***COX2***	48233.7	***ND1***	59318.4
***ND3***	45521.3	***CYTB***	54185.6
***ND4***	43397.3	***ND4***	39361.5
***ND2***	32595.8	***ND2***	24648.4
***ND5***	22146.8	***ND6***	19,144
***ND6***	14126.5	***ND5***	18328.2
***INHA***	10505.2	***ND4L***	9892.43
***SRGN***	5114.24	***ENSBTAG00000043570***	9711.51
***ENSBTAG00000043570***	5063.53	*ENSBTAG00000043567*	5481.22
***ND4L***	4927.43	***ATP8***	2139.79
***GSTA1***	4899.34	***GSTA1***	1694.48
***SERPINE2***	4193.81	*RPLP1*	1181.72
***ATP8***	3699.33	***INHA***	1064.28
***HSPB1***	3475.47	*RPL18A*	1023.44
***INHBA***	2863.98	*HBA*	868.832

TPM-Transcript per million

Differential expression analysis indicated a total of 2,209 genes significantly differentially expressed between the two seasons (FC ≥ 2; FDR = ≤ 0.05; zFPKM>-3) in all replicates of the enriched group; Supp Table 3). 

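Single genes of motile cilia and 2 immediate early genes, *CCN1* and *DUSP5*, were among the largest increases in summer, over called genes with a mean of at least 5 scaled TPM and no overlap between seasons. The camera calls of both lists ended with an estimated correlation, and 10 of 29 immediate early genes passed the adjusted p. *ZMYND10*, which is needed to assemble the dynein arms of cilia, was 18.4 ± 10.7 (SD, n = 4) scaled TPM in summer and 1.30 ± 2.25 (SD, n = 4) in winter (log2 fold change 3.30, standard error 0.57, adjusted p = 0.00394). *FOXJ1*, the transcription factor of motile cilia, had a log2 fold change of 3.13 (adjusted p = 0.00607), the alpha-tubulin *TUBA1D* 3.21 (adjusted p = 0.00821), *CCN1*, a matricellular target of Hippo signaling, 3.07 (adjusted p = 0.00138), and the glucose transporter *SLC2A1* 2.86 (adjusted p = 0.0126). Others of this size were *DYDC2* (3.00), the phosphatase gene *DUSP5* (2.87), *LHB*, the beta subunit of luteinizing hormone (2.93), and the unnamed genes ENSBTAG00000043545 (4.46) and ENSBTAG00000051408 (2.81). The decreases were led by hemoglobin chains. *HBA* was 249, 22396, 703 and 4178 scaled TPM in winter replicates 1, 3, 4 and 5 and 8.27 to 34.8 in summer (log2 fold change -6.56, standard error 1.12, adjusted p = 0.00369), and *HBB* had a log2 fold change of -6.26 (adjusted p = 0.00341). Other large decreases were those of the complement proteases *C1R* (-3.88) and *C1S* (-3.98), the water channel *AQP1* (-4.13), the stress-response regulator *NUPR1* (-3.95) *ADIRF* (-4.63) and the unnamed genes ENSBTAG00000032687 (-4.38) and ENSBTAG00000052689 (-4.01), all in log2. In all, 1671 of 13046 tested genes were called differentially expressed, and 2767 passed the adjusted p alone. Every summer library lay above or below every winter library for 24.3% of tested genes, where chance gives 2.86%. Without summer replicate 1, 1106 genes were called, and with a pseudocount of 5, 791. With the mitochondrial share of each library as a covariate, an alternative chosen after the data were seen, 145 were called, while the 1667 called genes that are not mitochondrial kept their direction, at a median of 0.836 times the log2 fold change, and standard errors grew by a median ratio of 1.45.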

Comparing the granulosa cells collected during the summer and the winter groups, there was an up-regulation of 1083 genes and a down-regulation of 1126 genes (Fig. 6D). 

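More genes of granulosa cells rose than fell in summer, and more genes of leukocytes, red blood cells, matrix and epithelia fell than rose. Of 30 granulosa cell genes, 14 were higher and 1, *IGFBP2* (-2.46), lower (16 and 1 adjusted over the list alone, median log2 fold change 0.77, camera adjusted p = 7.93e-05, and adjusted p = 0.227 with an estimated correlation). The activin subunit *INHBA* was 8116 ± 3053 (SD, n = 4) scaled TPM in summer and 1353 ± 530.4 (SD, n = 4) in winter, a log2 fold change of 2.57 (adjusted p = 0.00148), and follistatin, *FST*, had a log2 fold change of 2.52 (adjusted p = 0.00136). Of 25 pan-leukocyte genes, 23 were lower and 1 higher (24 and 1 adjusted over the list alone, median -2.11, camera adjusted p = 4.42e-14, and adjusted p = 0.227 with an estimated correlation). The integrin chain *ITGB2* was 2.16 ± 1.02 (SD, n = 4) scaled TPM in summer and 23.1 ± 4.15 (SD, n = 4) in winter (log2 fold change -2.97, standard error 0.28, adjusted p = 0.000622), and *CORO1A*, an actin regulator of leukocytes, had a log2 fold change of -3.02 (adjusted p = 0.00176). The higher gene was *SRGN*, the granule proteoglycan serglycin, at 14929.9 ± 6852 (SD, n = 4) scaled TPM in summer and 2387 ± 202 (SD, n = 4) in winter (adjusted p = 0.00252). Of 11 red blood cell genes, 6 were lower and none higher (8 and 0 adjusted over the list alone, 0 higher and 8 lower at an unadjusted p under 0.05, median -1.50, camera adjusted p = 3.44e-05, and adjusted p = 0.227 with an estimated correlation). Of 34 fibroblast and matrix genes, 23 were lower and 1, *LUM* (1.22), higher (27 and 1 adjusted over the list alone, median -1.41, camera adjusted p = 4.40e-12, and adjusted p = 0.227 with an estimated correlation), among them the collagen *COL3A1* (-3.06, adjusted p = 0.00110). Of 16 surface epithelium and mesothelium genes, 10 were lower and 1, *EPCAM* (2.49), higher (11 and 1 adjusted over the list alone, median -1.45, camera adjusted p = 1.05e-05, and adjusted p = 0.236 with an estimated correlation), with the uroplakin *UPK3B* at -3.22 (adjusted p = 0.00127). Of 20 squamous and mucosal epithelium genes, 11 were lower and none higher (12 and 0 adjusted over the list alone, 0 higher and 13 lower at an unadjusted p under 0.05, median -1.90, camera adjusted p = 7.36e-06, and adjusted p = 0.232 with an estimated correlation), a count of 6 without summer replicate 1 and of 7 without summer replicate 2 or 3 or winter replicate 1. By gene, 801 were called higher and 870 lower. Without the rescaling, on the deposited TPM, where the median log2 fold change of all tested genes was 0.89 against 0.03 on scaled TPM, 5529 were called higher and 81 lower, and 7 pan-leukocyte genes were lower. Without summer replicate 1, 504 genes were called higher. With the mitochondrial share as a covariate, chosen after the data were seen, 3 granulosa cell genes were higher and 1 lower by limma. Lower were 2 pan-leukocyte, 0 red blood cell, 0 fibroblast and matrix, 2 surface epithelium and 1 squamous gene. At an unadjusted p under 0.05 these were 15, 5, 19, 10 and 7, with larger standard errors.

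**Figure D2:**
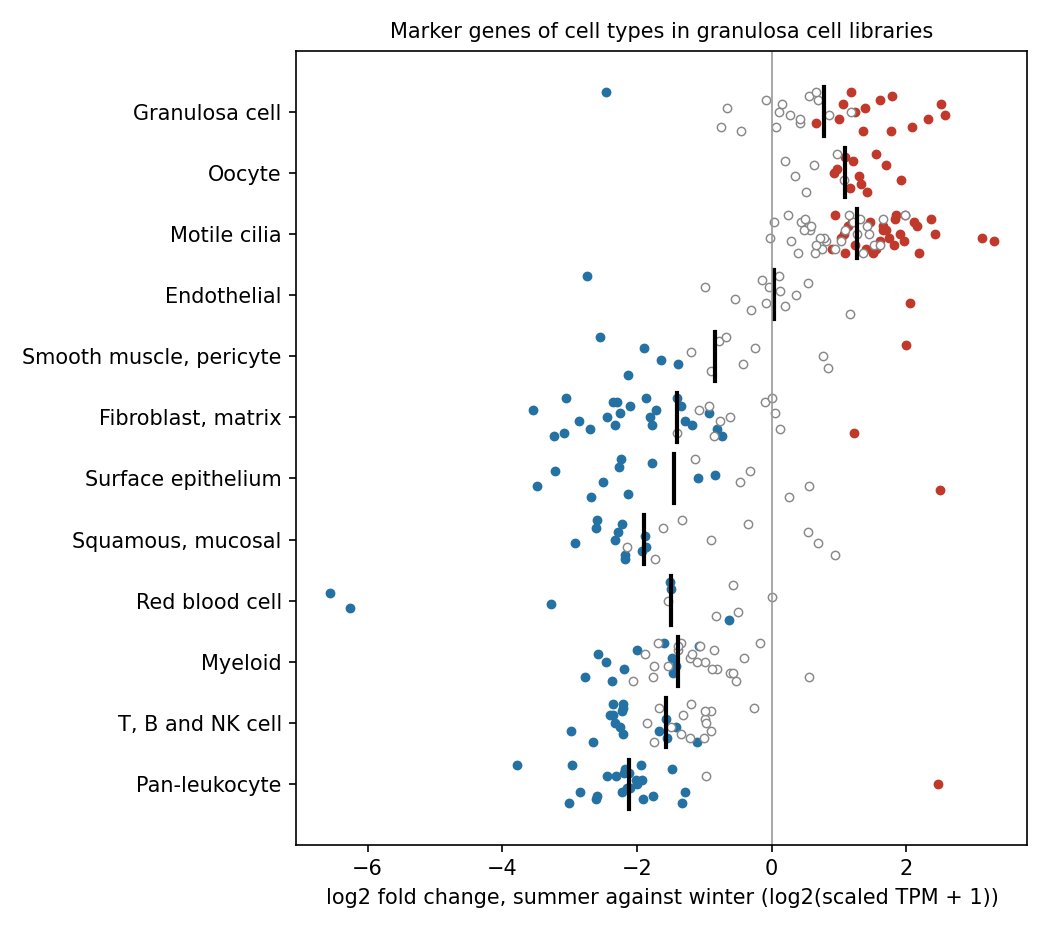
Log2 fold changes, summer against winter, of the tested genes of 12 cell type lists on log2(scaled TPM + 1). Each point is a gene, filled where the adjusted p is at most 0.05 (red higher, blue lower) and open otherwise, and black bars mark list medians, such as -2.11 for pan-leukocyte and 0.77 for granulosa cell genes. On the deposited TPM the smooth muscle median of -0.85 turned to 0.06 and, relative to all genes there, the oocyte and endothelial medians turned negative. The added 1 flattens low genes more on that scale.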

Table 6 represents the top 10 up- and downregulated DEGs. 

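All 20 genes of Table 6 had a log2 fold change of the sign listed there, and 6 of the 10 higher and 7 of the 10 lower genes were called. The paper chose them on these samples, so their direction is not independent evidence. *ACCSL* had 2.43, 1.00, 4.13 and 4.86 scaled TPM in summer replicates 1, 2, 3 and 5 and was listed at 0 in every winter library (adjusted p = 0.00394). *LRRC71* had 7.49, 1.64, 1.36 and 3.37 (adjusted p = 0.00636) and ENSBTAG00000050418 had 5.89, 1.53, 1.06 and 9.44 scaled TPM (adjusted p = 0.0113), each listed at 0 in winter. *CCDC13*, at 2.07, 0.563, 0.437 and 0.988 (adjusted p = 0.0314), lay under the 2-fold threshold, and *TMEM151B*, at 1.49, 0.345, 0.191 and 1.86 scaled TPM, had an adjusted p of 0.0645, and both were listed at 0 in winter. The secreted ribonuclease *RNASE1_2* was 0.0396 ± 0.0792 (SD, n = 4) scaled TPM in summer and 9.28 ± 5.01 (SD, n = 4) in winter (log2 fold change -3.13, standard error 0.40, adjusted p = 0.00120). *CABLES1* was 0.0296 ± 0.0591 (SD, n = 4) scaled TPM in summer and 3.50 ± 2.89 (SD, n = 4) in winter (log2 fold change -1.84, standard error 0.47, adjusted p = 0.0205), and the WNT ligand *WNT2* was 0.0453 ± 0.0905 (SD, n = 4) scaled TPM in summer and 2.96 ± 2.41 (SD, n = 4) in winter (log2 fold change -1.73, standard error 0.38, adjusted p = 0.0116). *GASK1A* was listed at 0 in summer and had 1.92, 0.702, 2.16 and 2.14 scaled TPM in winter replicates 1, 3, 4 and 5 (adjusted p = 0.00521). *NRN1* had 1.08, 0.262, 5.19 and 1.03 (adjusted p = 0.0534), the homeobox gene *NKX2-3* had 0.398, 0.387, 0.512 and 2.53 (adjusted p = 0.0787) and *ZNF831* had 0.299, 0.509, 0.0962 and 1.05 scaled TPM in the winter libraries (adjusted p = 0.135), each listed at 0 in summer. Most of these values lie near 1 scaled TPM, and with a pseudocount of 5 the calls of *ACCSL*, *LRRC71*, ENSBTAG00000050418, *CABLES1*, *WNT2* and *GASK1A* ended. The call of *CABLES1* also ended without summer replicate 1 (adjusted p = 0.0546) or 5 (adjusted p = 0.0517).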

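Genes of protein folding in the endoplasmic reticulum (ER) and of the mitotic cell cycle were higher in summer. Of 48 ER folding genes, 35 were higher and 1 lower (36 and 2 adjusted over the list alone), with a median log2 fold change of 1.05 (camera adjusted p = 6.15e-11, and adjusted p = 0.236 with an estimated correlation). The lower gene was *SEC61B* (-0.56), a subunit of the translocation channel. Of 54 cell cycle genes, 41 were higher and none lower by limma (46 and 0 adjusted over the list alone, 46 higher and 0 lower at an unadjusted p under 0.05), with a median of 1.07 (camera adjusted p = 2.98e-17, and adjusted p = 0.227 with an estimated correlation). Of 30 chemokine and chemokine receptor genes, 6 were lower and none higher (6 and 0 adjusted over the list alone, 1 higher and 12 lower at an unadjusted p under 0.05), with a median of -1.14 (camera adjusted p = 0.000142, and adjusted p = 0.227 with an estimated correlation). Leukocyte marker lists hold 4 of these 30 genes, and 5 of the other 26 were lower. Winter replicate 4 stood apart at a chemokine mean of 4.06 in log2(scaled TPM + 1), and winter replicate 3, at 2.30, lay within the summer range of 1.83 to 2.47. Of 39 genes of T helper 17 (Th17) differentiation, 15 were lower and 3 higher (16 and 3 adjusted over the list alone), with a median of -0.58 that was 0.26 on the deposited TPM and -0.63 there relative to all genes (camera adjusted p = 4.65e-06, and adjusted p = 0.227 with an estimated correlation). The receptor *TGFBR2* was 1.78 ± 0.828 (SD, n = 4) scaled TPM in summer and 19.7 ± 7.40 (SD, n = 4) in winter (log2 fold change -2.86, standard error 0.34, adjusted p = 0.000949), and *IL2RG*, the common gamma chain of interleukin receptors, had a log2 fold change of -2.98 (adjusted p = 0.00152). The higher ones were the signal transducers *SMAD4* (1.06) and *SMAD2* (0.52) and the receptor *IL4R* (1.19). Markers of T, B and NK cells moved with these genes, with 16 of 31 lower and none higher (30 and 0 adjusted over the list alone, 0 higher and 30 lower at an unadjusted p under 0.05, median -1.57, camera adjusted p = 1.04e-12, and adjusted p = 0.227 with an estimated correlation), such as *NKG7*, a granule protein of cytotoxic lymphocytes (-2.35, adjusted p = 0.000983). The leukocyte lists hold 9 of the 39 Th17 genes, and of the other 30, 9 were lower and 3 higher. With the deposited TPM, 6 Th17 genes were lower. With the mitochondrial share as a covariate, chosen after the data were seen, 2 ER folding genes and 1 cell cycle gene were higher (22 and 37 at an unadjusted p under 0.05, with larger standard errors), and 0 chemokine genes and 1 Th17 gene by limma (6 and 15 at an unadjusted p under 0.05) were lower. In that fit 1 Th17 gene was higher by limma (3 at an unadjusted p under 0.05).

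**Figure D3:**
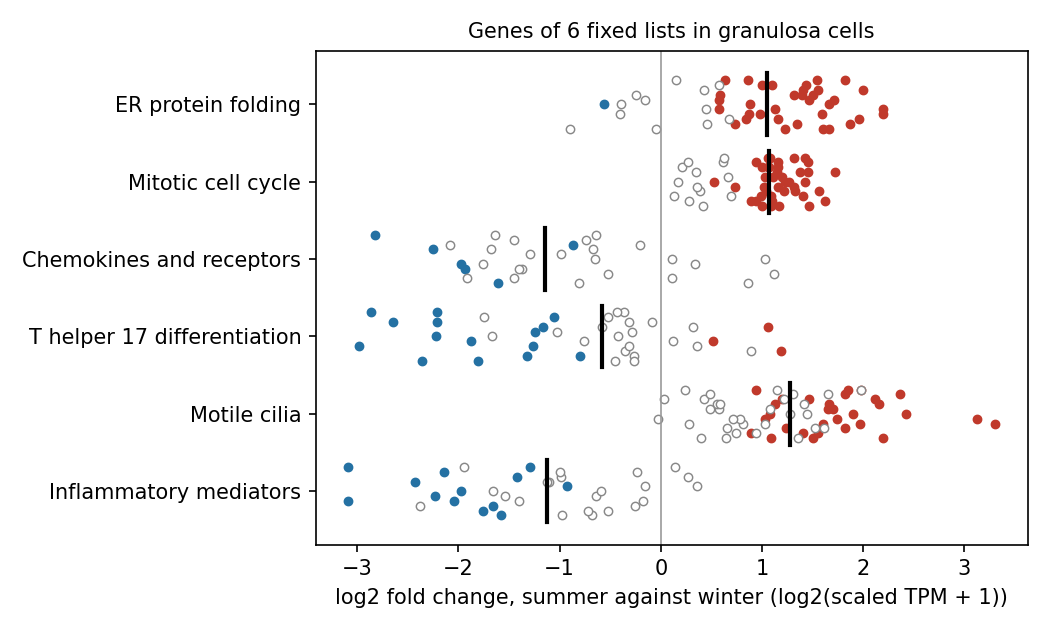
Log2 fold changes, summer against winter, of the tested genes of 6 fixed lists on log2(scaled TPM + 1). Each point is a gene, filled where the adjusted p is at most 0.05 (red higher, blue lower) and open otherwise, and black bars mark list medians, 1.05 for ER protein folding, 1.07 for the mitotic cell cycle and -0.58 for T helper 17 differentiation, which turned to 0.26 on the deposited TPM.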

Gene enrichment analysis of DEGs in granulosa cell samples identified protein processing in the endoplasmic reticulum and cell cycle as the top-significant upregulated pathways in summer, while chemokine signaling and Th17 cell differentiation were the top downregulated (Fig. 7A & B). When analyzing biological processes enrichment, microtubule-based movement and cell division were the top upregulated, while the inflammatory response was the top downregulated in summer (Fig. 7C & D).

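Genes of motile cilia, whose beating rests on dyneins that move along microtubules, were higher in summer. Of 61 such genes, 30 were higher and none lower by limma (46 and 0 adjusted over the list alone, 48 higher and 0 lower at an unadjusted p under 0.05), with a median log2 fold change of 1.27 that was 0.02 relative to all genes on the deposited TPM (camera adjusted p = 8.55e-15, 0.0895 on the deposited TPM, the highest of 19 alternatives that start at 1.72e-20, and adjusted p = 0.236 with an estimated correlation). Of these 61 genes, 15 had a mean of at least 5 scaled TPM over all libraries, and the added 1 flattens low genes more on the deposited TPM. The loss of the camera call there thus cannot be told apart from compression. The radial spoke gene *RSPH14* was 5.23 ± 3.12 (SD, n = 4) scaled TPM in summer and 0.246 ± 0.316 (SD, n = 4) in winter (log2 fold change 2.19, standard error 0.40, adjusted p = 0.00506). Genes of cell division included cyclin A2, *CCNA2*, at 87.3 ± 8.43 (SD, n = 4) scaled TPM in summer and 29.6 ± 7.70 (SD, n = 4) in winter (log2 fold change 1.56, standard error 0.20, adjusted p = 0.00110), the kinase subunit *CKS2* (1.42, adjusted p = 0.000921) and the kinetochore gene *NUF2* (1.46, adjusted p = 0.00136). Of 35 inflammatory mediators, 13 were lower and none higher (15 and 0 adjusted over the list alone, 0 higher and 18 lower at an unadjusted p under 0.05), with a median of -1.13 (camera adjusted p = 2.07e-07, and adjusted p = 0.227 with an estimated correlation). Complement *C3* was 98.3 ± 51.6 (SD, n = 4) scaled TPM in summer and 809 ± 316 (SD, n = 4) in winter (log2 fold change -3.09, standard error 0.38, adjusted p = 0.00110), and the prostaglandin receptor *PTGER4* had a log2 fold change of -1.58 (adjusted p = 0.00411). Myeloid cell markers moved with them, with 11 of 34 lower and none higher (15 and 0 adjusted over the list alone, 0 higher and 21 lower at an unadjusted p under 0.05, median -1.40, camera adjusted p = 2.98e-08, and adjusted p = 0.236 with an estimated correlation), such as the complement subunit *C1QB* (-2.19, adjusted p = 0.00658). Winter replicate 4 stood apart, at a mean of 4.22 for the myeloid genes and 4.66 for the inflammatory genes in log2(scaled TPM + 1), against 2.15 to 2.91 and 3.03 to 3.83 in the other winter libraries, and winter replicate 3 lay below summer replicate 3 in the myeloid genes (2.18). The leukocyte lists hold 3 of the 35 inflammatory genes, none of which was among the 13 lower. The count of cilia genes was 16 without summer replicate 1, 17 without summer replicate 5 and 59 on the deposited TPM, that of inflammatory genes 8 without summer replicate 1 and 2 on the deposited TPM, and that of myeloid genes 5 without summer replicate 1 or 2 and 7 without winter replicate 5. With the mitochondrial share as a covariate, added after the data were seen, 0 cilia genes (18 at an unadjusted p under 0.05) and 1 inflammatory gene (7 at an unadjusted p under 0.05) passed.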

**Table 6:** Top 10 up- and downregulated genes in the granulosa cells from the summer (SUM) compared to the winter (WIN)

Name	FC	FDR
*ENSBTAG00000050418*	134.88	0.006551
*DNAH10*	108.88	0.009549
*LRRC71*	98.71	0.011828
*DNAH11*	84.21	1.19E-05
*ACCSL*	79.89	0.018649
*DNAH6*	68.15	0.024894
*TMEM151B*	65.44	0.028451
*PLEKHS1*	63.40	0.027665
*ZP2*	61.61	0.029016
*CCDC13*	61.03	0.030493
*NKX2-3*	-70.50	0.046237
*CABLES1*	-71.73	0.000577
*WNT2*	-72.44	0.000320
*CIDEC*	-79.70	0.035243
*ZNF831*	-95.60	0.028134
*GASK1A*	-98.00	0.024834
*NRN1*	-100.16	0.027999
*RNASE1_2*	-104.72	4.51E-05
*HBB*	-185.26	1.68E-24
*HBA*	-296.61	6.38E-27

FC-Fold change, FDR-False discovery rate

**Fig. 7:**
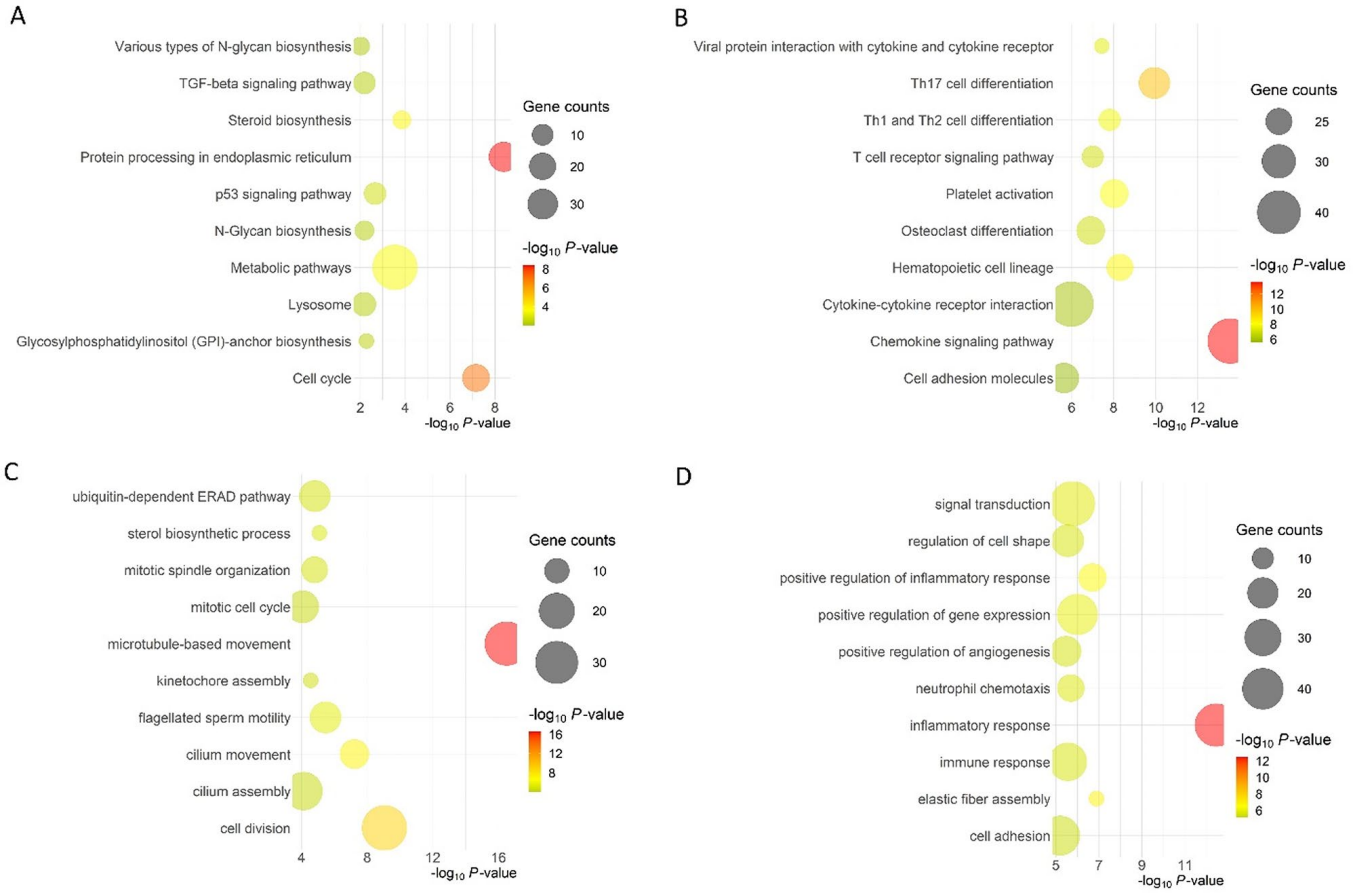
Top 20 enriched pathways (**A**. Upregulated pathways; **B**. Downregulated pathways) and biological processes (BP; **C**. Upregulated BP; **D**. Downregulated BP) in granulosa cells collected during summer (SUM) and winter (WIN) in beef cows

### Comparative gene expression analysis of oocyte and granulosa cells

Differential expression analysis revealed a set of 270 genes commonly dysregulated in both oocyte and granulosa cell datasets (Fig. 8). Within this set, 127 genes exhibited a similar expression pattern in which 13 were upregulated and 114 were downregulated in both oocytes and granulosa cells during summer compared to winter conditions. Conversely, 101 genes were upregulated in granulosa cells and downregulated in oocytes while 42 genes showed the opposite pattern, being upregulated in oocytes, and downregulated in granulosa cells (Fig. 8). 

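The collagen-modifying enzyme *PLOD2* was among the genes higher in summer in granulosa cells and lower in oocytes. In granulosa cells it was 95.9 ± 23.4 (SD, n = 4) scaled TPM in summer and 16.8 ± 5.68 (SD, n = 4) in winter (log2 fold change 2.46, standard error 0.26, adjusted p = 0.000762). Of the 1386 genes that the paper calls in oocytes (Supp Table 2), 1124 were tested in granulosa cells and 211 were called. Among these, 15 were higher in both cell types, 89 lower in both, 69 higher in granulosa cells and lower in oocytes, and 38 lower in granulosa cells and higher in oocytes. An association of the directions in the cell types was not shown (Fisher's exact test over the 211 genes, two-sided p = 0.0529, and genes are not independent replicates). Over all 221 tested genes that were higher in oocytes, 20 were higher and 40 lower in granulosa cells (25 and 42 adjusted over the list alone), with a median log2 fold change of 0.01 and a mean of -0.20, and the fry test, which asks whether a list moved on balance one way, pointed down (adjusted p = 0.0328). Of the 903 lower in oocytes, 98 were higher and 112 lower (109 and 120 adjusted over the list alone), with a median of -0.02 (camera adjusted p = 0.32 for each list). The oocyte directions are the paper's. Without summer replicate 1, 137 genes were shared, 7 of them higher in both, 41 higher in granulosa cells and lower in oocytes, and 22 of the opposite pattern. There were 383 shared calls on the deposited TPM, and with a pseudocount of 5, 121.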

Pathway analysis of these 270 common DEGs identified several pathways including transforming growth factor-β (*TGF-beta*), TNF, mitogen-activated protein kinase (*MAPK*), and *PI3K-Akt* signaling pathways, as well as cytokine-cytokine receptor interaction, *Th1* and *Th2* cell differentiation, focal adhesion, ECM-receptor interaction, and protein digestion and absorption pathways as the top affected pathways. The interaction network of these pathways and their corresponding DEGs is presented in Fig. 9. Most of these pathways involved genes that were mutually downregulated in both datasets, as depicted in Fig. 10.

**Fig. 8:**
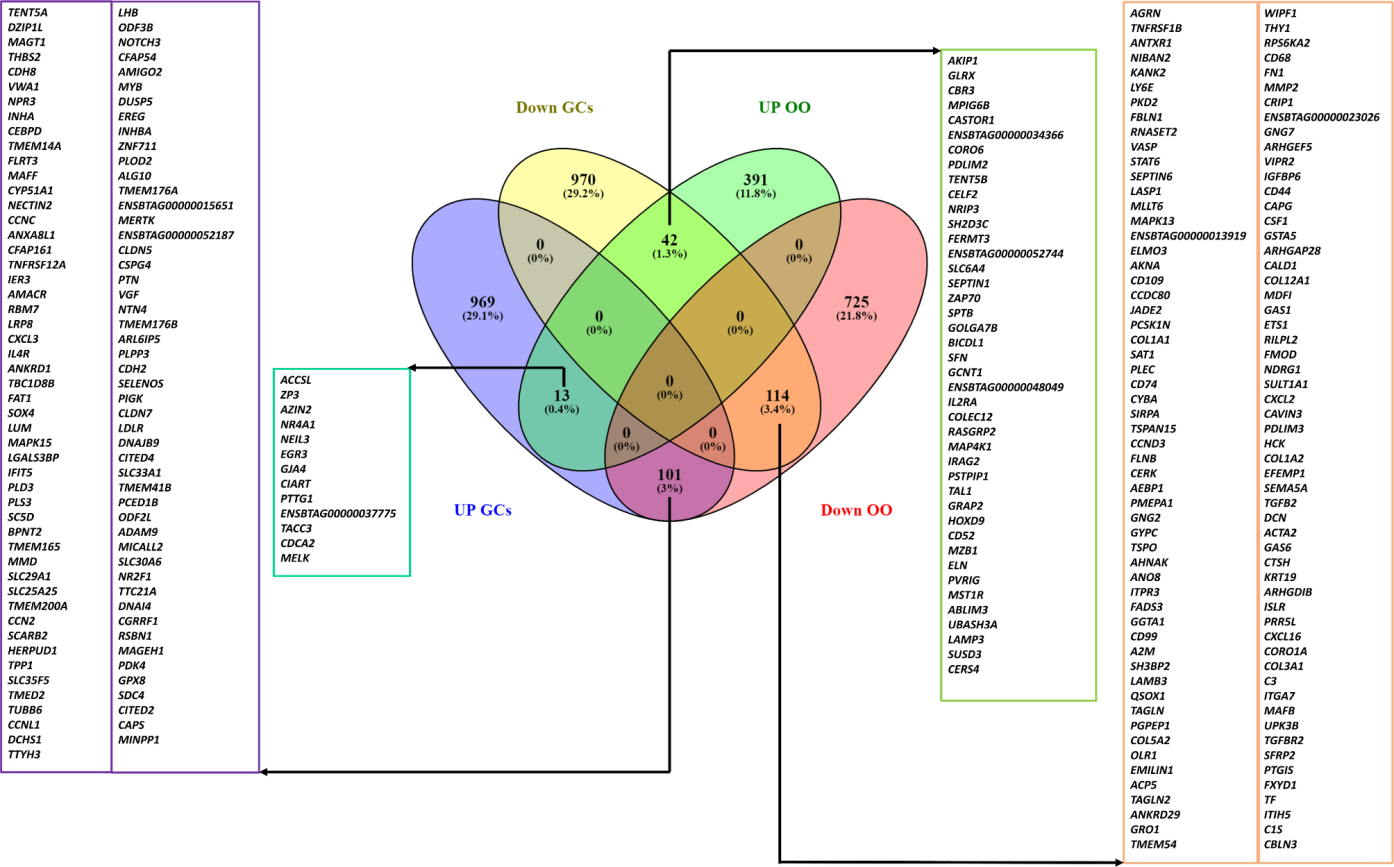
Commonly and exclusively differentially expressed genes from summer compared to winter collected oocytes (OO) and granulosa cells (GCs)

**Fig. 9:**
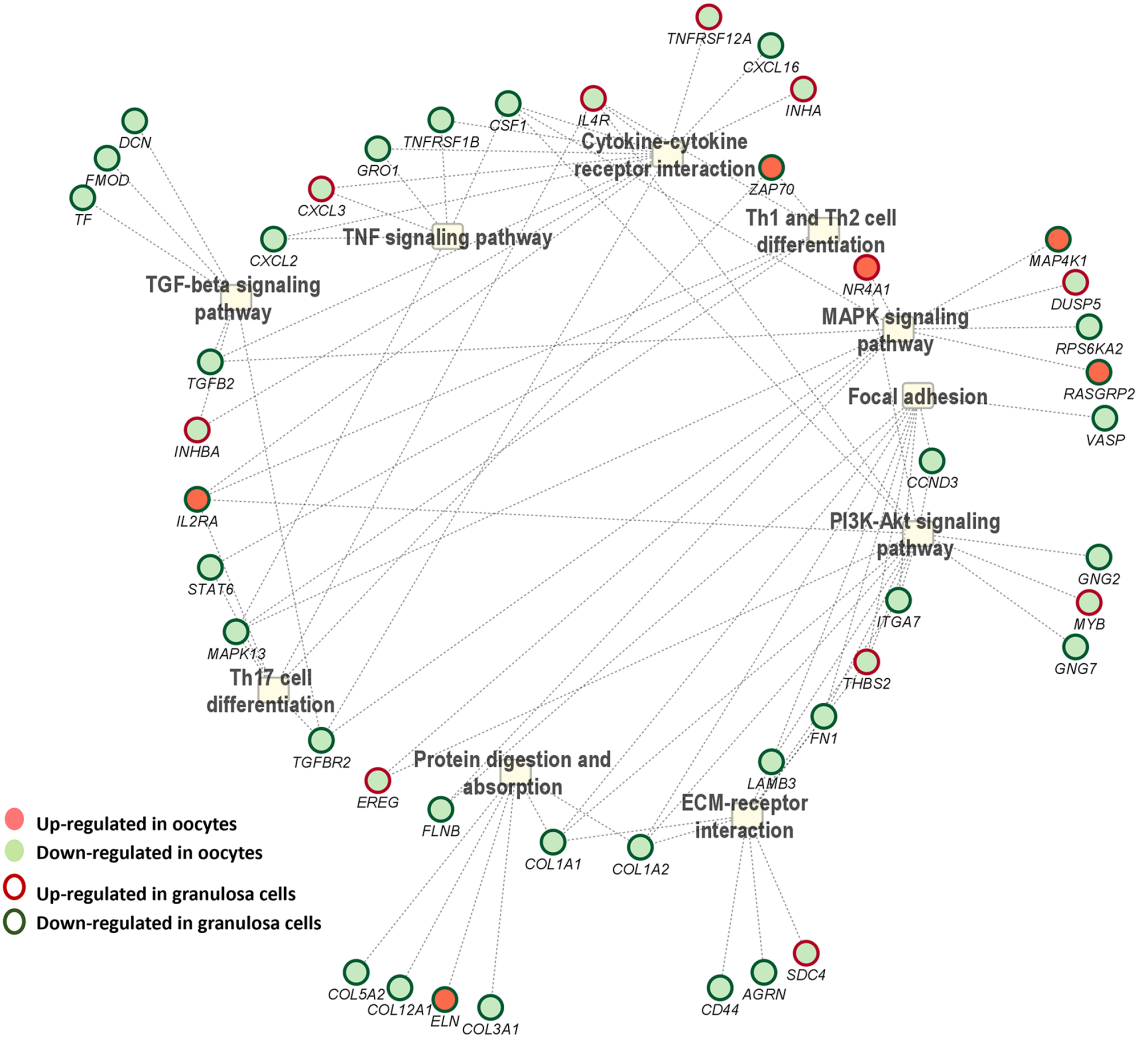
Top pathways and the related commonly DEGs in the oocytes and granulosa cells in summer compared to winter groups

**Fig. 10:**
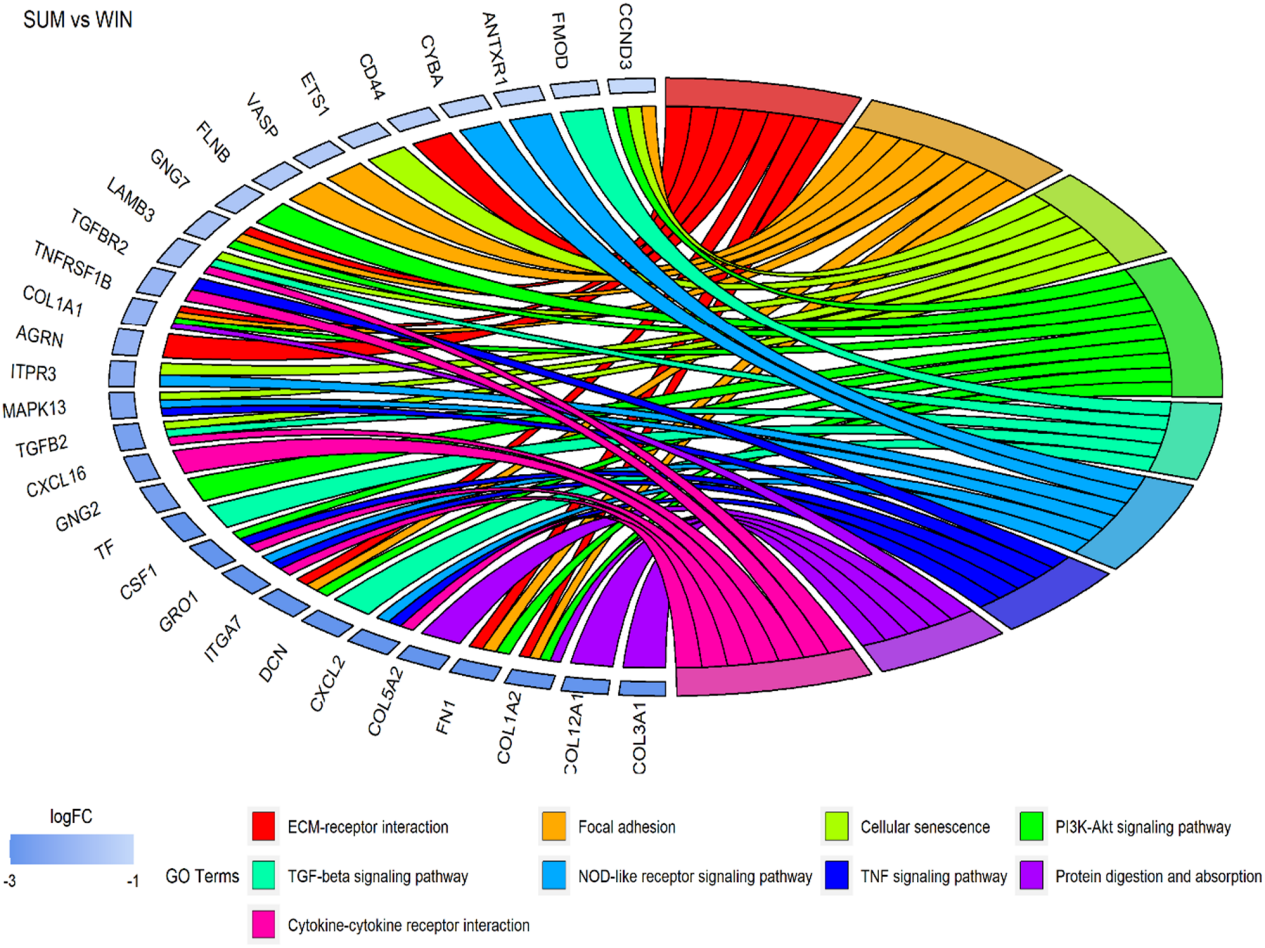
Top pathways and the related DEGs which exhibited a downregulation in oocytes and granulosa cells in summer compared to winter groups

## Discussion

Our study aimed to identify differences in the transcriptome of oocytes and granulosa cells collected from beef cows during the summer and winter months. Throughout our study, the THI during the summer period continually deviated from normal levels, likely indicating that the animals within the study were exposed to environmental heat stress as evidenced by their increased rectal temperatures. In *Bos tauru*s beef cattle, a THI over 75 signifies a level of heat stress [22], which was replicated in the present study with the average summer THI being 79.2. While THI has been commonly used as an indicator of heat stress in livestock [23, 24], it does come with certain limitations given that other factors, such as solar radiation and wind speed, are not included in its calculation [25, 26]. In our study, plasma cortisol concentrations did not differ between collections during the summer and winter. Cortisol is a steroid hormone regulated by the hypothalamic-pituitary-adrenal axis [27], in which previous studies in dairy cattle [28–30] have found a significant increase in plasma cortisol concentrations in animals exposed to heat stress. Such discrepancies in cortisol results might be due to the fact that our observations included chronic (long-term) rather than acute (short-term) exposure to levels of heat stress. Additionally, in our study the transcript abundance of *HSP70* in leukocytes tended to increase in the summer (*P* = 0.06), while levels of *HSP90* remained stable during both seasons. In peripheral blood mononuclear cells of beef calves, Kim et al. [31] found that *HSP70* expression was higher during conditions of heat stress, while the expression of *HSP90* showed no differences, concluding that *HSP70* exhibits a more sensitive mechanism than *HSP90*, aiding in the adaptation to heat stress. A major function of HSPs are via their role as indicators of thermotolerance [32], defined as an animal’s ability to balance heat production/dissipation under ambient temperatures above the thermoneutral zone [33]. Therefore, the combination of increased rectal temperatures and the tendency of increased *HSP70* expression in leukocytes during the summer, may indicate that our experimental animals have experienced heat stress prior to the summer OPU collections.

Heat stress affects oocyte quality and subsequently oocyte competence [34], nuclear maturation rate [35], fertilization rate [35], and blastocyst production in vitro [34]. Similarly, in the present study while a higher proportion of grade 1 oocytes was collected during winter, the proportion of grade 4 oocytes was higher in summer collections. In addition, heat stress disturbs the synthesis of steroid hormones (i.e., decrease estradiol although increase progesterone concentration in the follicular fluid) [36] which are directly involved in the mechanisms regulating oocyte maturation. The consistency in these results among different studies should be a concern for the beef industry, where there is low adoption of reproductive biotechnologies that would help improve fertility and pregnancy rates in the summer (such as in vitro embryo production and embryo transfer programs) and where reproductive programs consisting of natural mating with no controlled breeding season (i.e., bulls are allowed to breed cows continuously during the year) are predominantly used [37].

In the current study we showed that oocytes and granulosa cells respond to environmental fluctuations between the summer and winter seasons through the activation or inhibition of genes involved in several pathways associated with ovarian function. We reported here that 1,386 genes were differently expressed in oocytes during the summer and winter. The top upregulated protein-coding genes for oocytes collected during the summer were *TNFRSF13B*, Gastrin (*GAST*), Dopamine Receptor D5 (*DRD5*), Pancreatic Polypeptide Receptor 1 *(PPYR1)*, Ephrin A3 *(EFNA3)*, Visual System Homeobox 1 *(VSX1)*, and T Cell Leukemia Homeobox 3 *(TLX3)*. On the other hand, Collagen Type III Alpha 1 Chain *(COL3A1)*, TEA Domain Transcription Factor 4 *(TEAD4)*, TNF Receptor Superfamily Member 8 (*TNFRSF8*), TNF Superfamily Member 4 (*TNFSF4*), C1q and TNF Related 5 (*C1QTNF5*), X-C Motif Chemokine Ligand 1 (*XCL1*), Epithelial Membrane Protein 1 (*EMP1*), Annexin A8 Like 1 (*ANXA8L1*), Transmembrane Protein 26 (*TMEM26*), and Matrix Metallopeptidase 2 (*MMP2*) were among the top downregulated genes in summer. These dramatic differences in the transcriptome of oocytes collected during the summer and winter seasons indicate both oocytes response to elevated environmental THI and its subsequent impact on the physiology of the oocyte.

Genes involved in regulating cellular proliferation were upregulated in oocytes collected during the summer season. Among the transcripts upregulated, *TNFRSF13B* is a tumor necrosis factor receptor superfamily member previously identified in human and mouse oocytes [38]. *GAST*, which encodes for a peptide hormone key in gastric acid secretion in stomach G cells, was reported to be associated with positive regulation of cell proliferation [39–41]. *EFNA3* is a member of the ephrin (*EPH*) family, a group of molecules known for playing a role in embryonic development, cellular proliferation, migration, and adhesion [42–44]. *DRD5* is expressed in several types of cancers, and treatment with *DRD5* agonists can induce apoptosis and autophagy [45]. These upregulated genes are members of the meiotic cell cycle and cell differentiation pathways, enriched in oocytes collected during the summer season. The upregulation of cellular proliferation markers in immature oocytes from summer compared to winter could be a protective response to the challenging conditions caused by heat stress. However, it can also disrupt the normal developmental process of the oocyte which relies on the balance between proliferation and apoptosis in the COCs, leading to suboptimal maturation or developmental competence [46]. Additionally, the cumulus cells surrounding the oocyte normally undergo a shift from proliferation to differentiation as the oocyte matures. Persistent proliferation markers could suggest incomplete differentiation of these supporting cells [47].

Interestingly, Gendelman and Roth (2012) described an abundance of Proto-Oncogene C-Mos (*C-MOS)*, Growth Differentiation Factor 9 *(GDF9)*, POU Class 5 Homeobox 1 *(POU5F1)*, and Glyceraldehyde-3-Phosphate Dehydrogenase *(GAPDH)* transcripts as higher in MII-stage oocytes collected in the cold season than in those from the hot season [48]. However, in their study, this seasonal variation was not present in GV-stage oocytes [48]. In contrast, our study found that *MOS* and *GDF9* were upregulated in oocytes during the summer season (GV-stage). Also, similar to Ferreira et al. [49], we found an upregulation of Fibroblast Growth Factor 16 (*FGF16)* and *GDF9* in oocytes collected during the summer months compared to those in the winter months. This may signify the fact that oocytes respond to thermal stress in stage dependent manner.

Among the genes downregulated in oocytes collected during the summer season, transmembrane protein 26 (*TMEM26*) and matrix metalloproteinase 2 (*MMP2*) were suppressed by more than a thousand-fold. The latter, i.e., *MMP2*, levels in human follicular fluid were found to be a reliable marker for oocyte maturation in in vitro fertilization and intracytoplasmic sperm injection cycles [50]. Moreover, a recent study by Latorraca et al. [51] identified *MMP2* to be present at all phases of oocyte growth (common to all oocyte size groups, from < 60 μm to > 120 μm). Therefore, the significant reduction of such transcripts in oocytes collected during the summer season implies the negative impact of thermal stress on oocytes’ developmental competence by suppressing transcripts critical for their growth and development. Collectively, double the number of transcripts were found to be downregulated in oocytes collected during the summer compared to their winter counterparts. This fact evidenced the potential impact of elevated environmental temperatures on oocytes competence is via the suppression of the expression of transcripts important for their growth and maturation. This has also been evidenced in the type of pathways in which the downregulated transcripts participate (Fig. 5B). A significant proportion of downregulated transcripts were found to be involved in *PI3K-Akt* signaling and focal adhesion pathways. The *PI3K-Akt* signaling pathway is reported to be a key regulator of many cellular processes associated with cell proliferation, survival, growth, cytoskeletal rearrangement, and metabolism [52], which makes the pathway to be a potential predictor for the developmental competence of oocytes and successful embryo implantation [53]. Similarly, studies in bovine oocytes revealed that follicular granulosa cells’ expression of the *PI3K-Akt* signaling pathway to be correlated with the developmental competence of oocytes after parthenogenetic activation [54]. Therefore, our results demonstrate that one of the mechanisms by which environmental thermal stress impacts oocyte competence is via the suppression of transcripts involved in various key pathways regulating follicular development, oocyte maturation, and further embryonic developmental potential.

Granulosa cells are known to mediate oocyte developmental process via an active bidirectional communication with the oocyte [55, 56]. Therefore, any significant negative impact of environmental seasonal changes on granulosa cell physiology would have a direct impact on ovarian function and oocyte developmental processes. 

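Chaperones of the ER were higher in the summer granulosa cells. *HSPA5*, the ER chaperone BiP (ENSBTAG00000007662), was 1456 ± 602 (SD, n = 4) scaled TPM in summer and 289 ± 21.0 (SD, n = 4) in winter (log2 fold change 2.19, standard error 0.32, adjusted p = 0.00182). *HSP90B1*, the ER chaperone GRP94 (ENSBTAG00000003362), was 1413 ± 592 (SD, n = 4) scaled TPM in summer and 329 ± 50.9 (SD, n = 4) in winter (log2 fold change 1.96, standard error 0.34, adjusted p = 0.00411). Among their J-domain cochaperones, *DNAJB11* was 112 ± 45.5 (SD, n = 4) scaled TPM in summer and 34.7 ± 4.73 (SD, n = 4) in winter (log2 fold change 1.56, standard error 0.31, adjusted p = 0.00662) and *DNAJB9* 21.7 ± 9.63 (SD, n = 4) scaled TPM in summer and 6.02 ± 1.99 (SD, n = 4) in winter (log2 fold change 1.60, standard error 0.38, adjusted p = 0.0148). *DNAJB14* had a log2 fold change of 2.17 (adjusted p = 0.00452), *DNAJC25* of 1.53 (adjusted p = 0.00369) and *DNAJB13*, a J-domain protein of sperm and cilia axonemes, of 2.23 (adjusted p = 0.00137). All 7 were higher (7 adjusted over the list alone, camera adjusted p = 4.65e-06, and adjusted p = 0.227 with an estimated correlation), and the paper picked them on these samples, so their direction is not independent evidence. Summer replicate 3 held the least *HSP90B1* of the summer libraries, 526 scaled TPM against 1663 to 1744 in the other 3. Of 33 heat shock genes listed as cytosolic, 6 were higher and none lower by limma (6 and 0 adjusted over the list alone, 9 higher and 1 lower at an unadjusted p under 0.05), with a median of 0.18 (camera adjusted p = 0.133, and adjusted p = 0.448 with an estimated correlation). The list also holds *HSPD1* and *HSPE1*, whose proteins act in mitochondria, and *SERPINH1*, whose protein acts in the ER. *HSF2*, a heat shock transcription factor, had a log2 fold change of 1.44 (adjusted p = 0.0244), and the small heat shock protein *HSPB1* of 0.30 (adjusted p = 0.363). Without summer replicate 2 the count was 2, and without summer replicate 1 or winter replicate 1 it was 3. The camera adjusted p of this list was 0.00694 on the deposited TPM and 0.0439 under quantile normalization, and up to 0.344 under the others. The call of *DNAJB9* ended without summer replicate 1 (adjusted p = 0.0508), that of *DNAJB13* with a pseudocount of 5, and that of *HSF2* without summer replicate 1, 2 or 5 or winter replicate 4. With the mitochondrial share as a covariate, an alternative added after the values were seen, 1 of the 7 was higher (6 at an unadjusted p under 0.05, with larger standard errors).

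**Figure D4:**
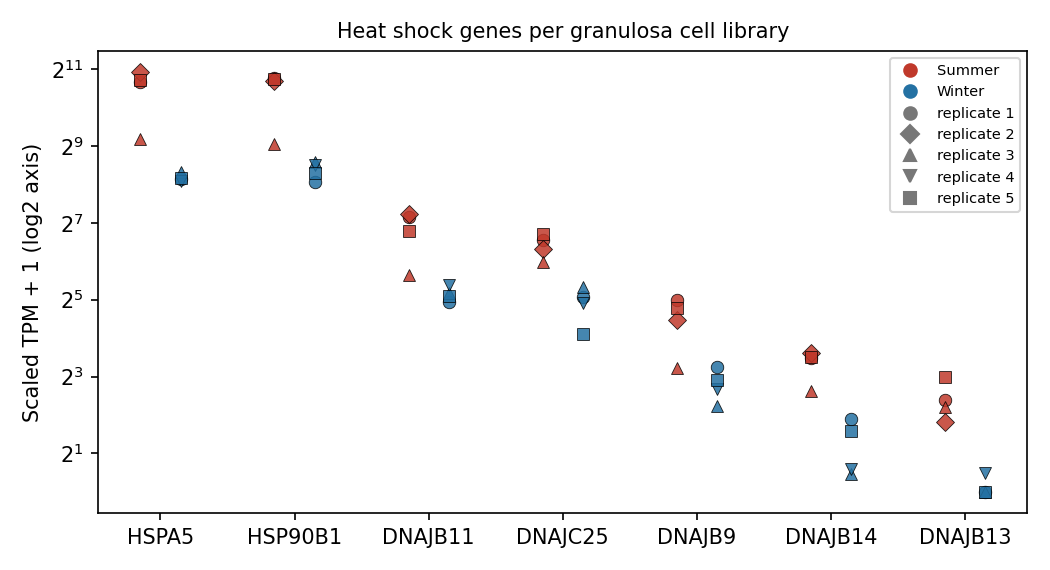
Scaled TPM + 1 (log2 axis) of the 7 heat shock genes in each granulosa cell library, summer in red and winter in blue, with a symbol for each replicate number. For *HSP90B1* the summer libraries lie at 526 scaled TPM or more and the winter libraries at 380.0 or less.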

Transcriptome analysis of granulosa cells form summer and winter seasons revealed that among the 2,209 differentially expressed genes, several members of the Heat Shock proteins family (Heat Shock Protein Family A *(Hsp70*) Member 5 (*HSPA5*), Heat Shock Protein 90 Beta Family Member 1 (*HSP90B1*), DnaJ Heat Shock Protein Family (*Hsp40*) Member B9 (*DNAJB9*), B11 (*DNAJB11*), B14 (*DNAJB14*), B13 (*DNAJB13)*, and C5 (*DNAJC25*) were found to be upregulated in granulosa cells during the summer season as a response to higher environmental temperatures. These genes have been previously described as components of the Heat Shock Protein cascade in response to heat stress [57, 58], and have been shown to be elevated in granulosa cells after in vitro exposure to acute heat stress [59, 60]. In addition, here we report that several members of the axonemal dynein complex members including Dynein Axonemal Heavy Chains 1 (*DNAH1*), 5 (*DNAH5*), 6 (*DNAH6*), 7 (*DNAH7*), 9 (*DNAH9*), 10 (*DNAH10*), 11 (*DNAH11*), and 12 (*DNAH12*) to be upregulated in the summer months. Moreover, *DNAH6*,* DNAH10*, and *DNAH11* were in the top 10 upregulated genes in the granulosa cells during summer. 

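Axonemal dynein heavy chains, the motors that make cilia beat, were listed at low levels in both seasons. *DNAH9* was 2.01 ± 1.67 (SD, n = 4) scaled TPM in summer and 0.146 ± 0.243 (SD, n = 4) in winter (log2 fold change 1.21, standard error 0.41, adjusted p = 0.0597). *DNAH5* was 0.994 ± 0.553 (SD, n = 4) scaled TPM in summer and 0.0439 ± 0.0878 (SD, n = 4) in winter (log2 fold change 0.89, standard error 0.26, adjusted p = 0.0355). The log2 fold changes of *DNAH1*, *DNAH12* and *DNAH7* were 0.81 (adjusted p = 0.0544), 0.74 (adjusted p = 0.0650) and 0.65 (adjusted p = 0.119). Of the 8 chains, 2 passed the adjusted p over all genes, *DNAH5* and *DNAH11*, and 7 when adjusted over the list alone. Their median of 0.78 was 0.41 on the deposited TPM, -0.48 there relative to all genes (camera adjusted p = 0.000379, 0.579 on the deposited TPM, the highest of 18 alternatives that start at 9.00e-06, and adjusted p = 0.258 with an estimated correlation). At levels this low the added 1 flattens changes more on the deposited TPM, so the values there cannot tell an absent rise from compression. The list was chosen by the paper on these samples, so its direction is not independent evidence, and all 8 are part of the motile cilia list. The count was 1 without summer replicate 1, 2 or 5 or winter replicate 3 or 5, 4 without summer replicate 3, 5 with a pseudocount of 0.1, 7 on the deposited TPM, and 0 of those with at least 1 scaled TPM in 4 libraries. With the mitochondrial share as a covariate, chosen after the data were seen, none of the 8 passed the limma test, and 1 was higher at an unadjusted p under 0.05.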

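The outer arm chain *DNAH11* was 1.17 ± 0.469 (SD, n = 4) scaled TPM in summer and 0.00928 ± 0.0186 (SD, n = 4) in winter (log2 fold change 1.08, standard error 0.23, adjusted p = 0.0101), with 3 of the 4 winter libraries at 0. The inner arm chain *DNAH10* had 0.787, 0.234, 0.273 and 0.744 scaled TPM in summer replicates 1, 2, 3 and 5 and was listed at 0 in every winter library (adjusted p = 0.0867). Its relative *DNAH6* had 0.515, 0.304, 0.0694 and 0.560 scaled TPM in the same libraries and was listed at 0 in winter (adjusted p = 0.170). The call of *DNAH11* ended without summer replicate 5, on the deposited TPM and with a pseudocount of 5, with a log2 fold change below 1 in each case.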

Dyneins are a family of cytoskeletal motor proteins that form the microtubules in cells. Dyneins have been localized in follicles (granulosa cells and oocytes) [61, 62], and in mice, the inhibition of dynein proteins significantly increased the number of growing follicles [63].

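Transcripts known from oocytes were higher in the summer granulosa cell libraries, at low levels. *ZP2*, which encodes a glycoprotein of the zona pellucida made by the oocyte, had 1.46, 3.08, 0.934 and 1.57 scaled TPM in summer replicates 1, 2, 3 and 5 and was listed at 0 in every winter library (adjusted p = 0.00562). *ZP3*, another zona pellucida gene, was 3.15 ± 1.07 (SD, n = 4) scaled TPM in summer and 0.274 ± 0.374 (SD, n = 4) in winter (log2 fold change 1.70, standard error 0.31, adjusted p = 0.00457), and the oocyte importin *KPNA7* had 1.70, 1.12, 2.17 and 2.96 scaled TPM in summer and was listed at 0 in winter (adjusted p = 0.00300). Of 17 tested oocyte genes, 11 were higher and none lower by limma (15 and 0 adjusted over the list alone, 15 higher and 0 lower at an unadjusted p under 0.05), with a median log2 fold change of 1.09 that was -0.26 relative to all genes on the deposited TPM (camera adjusted p = 2.70e-08, and adjusted p = 0.0275 with an estimated correlation). Its camera adjusted p on that scale was 0.547, the highest of 19 alternatives that start at 1.01e-11. The added 1 flattens genes as low as these on that scale, so this value cannot tell an absent rise from compression. The count was 7 without summer replicate 1 and 4 over genes of at least 1 scaled TPM in 4 libraries, and the calls of *ZP2*, *ZP3* and *KPNA7* ended on the deposited TPM and with a pseudocount of 5. With the mitochondrial share as a covariate, chosen after the data were seen, 1 gene was higher (11 at an unadjusted p under 0.05, with larger standard errors).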

Other class of transcripts related to Zona Pellucida Glycoprotein 2 (*ZP2*), a critical component of the Zona Pellucida, was in the top 10 upregulated genes in the granulosa cells during summer. Similar studies have also previously indicated that heat stress impacts the ZP function and therefore disrupts the anti-polyspermy system of the oocyte, which resulted in increasing polyspermy [64] and increased number of pores and a more significant percentage of oocytes with amorphous ZPs [65] as a result of thermal stress. Collectively, our data and also from others suggest that in vivo, granulosa cells are also susceptible to seasonal heat stress provoking changes in cell transcriptome dynamics, which could be possibly related to the decrease in oocyte quality in the summer.

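Genes that fold, glycosylate and clear proteins of the ER were higher in summer, though the camera call of their list ended with an estimated correlation. *EDEM3*, which marks misfolded glycoproteins for degradation, was 31.5 ± 8.57 (SD, n = 4) scaled TPM in summer and 6.05 ± 1.61 (SD, n = 4) in winter (log2 fold change 2.19, standard error 0.26, adjusted p = 0.000949). *STT3B*, a catalytic subunit of oligosaccharyltransferase, was 107 ± 19.8 (SD, n = 4) scaled TPM in summer and 35.9 ± 3.66 (SD, n = 4) in winter (log2 fold change 1.54, standard error 0.16, adjusted p = 0.000762). *SEL1L*, of the ER degradation machinery, had a log2 fold change of 1.39 (adjusted p = 0.00143), and the lectin chaperone calnexin, *CANX*, of 1.23 (adjusted p = 0.00158). Some chemokine ligands and receptors were lower, as were most pan-leukocyte genes, while most of the chemokine list did not pass the test and its camera call ended too with an estimated correlation. *CXCL16* was 9.44 ± 4.29 (SD, n = 4) scaled TPM in summer and 75.7 ± 40.0 (SD, n = 4) in winter (log2 fold change -2.82, standard error 0.42, adjusted p = 0.00201), *CCL5* had a log2 fold change of -2.25 (adjusted p = 0.00554), and the receptors *CXCR4* and *CX3CR1* of -1.93 (adjusted p = 0.00287) and -1.61 (adjusted p = 0.00627). *CX3CR1* also stands in the list of myeloid markers. On the deposited TPM the calls of *CCL5*, *CXCR4* and *CX3CR1* ended, where the log2 fold changes of all tested genes lie higher as a whole, and their log2 fold changes there were -0.67, -0.35 and -0.29.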

As observed in oocytes, granulosa cells collected during summer showed upregulation of genes involved in protein processing in endoplasmic reticulum, while downregulated genes are involved in chemokine signaling pathways. Accumulation of unfolded or misfolded proteins in the endoplasmic reticulum due to various environmental stressors induced the onset of ER stress, which ultimately leads to cellular apoptosis [66]. One of the coordinated responses to accumulated unfolded protein in the ER is called unfolded protein response (UPR). Therefore, the upregulation of genes associated with protein processing in ER in the current study revealed that increased protein processing in the ER is one of the mechanisms in which granulosa cells respond to elevated environmental temperature.

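Genes of the sensors and factors of the unfolded protein response showed few differences in RNA level between seasons. Genes of ER folding, such as *HSPA5*, stand in a separate list and are not counted here. Of those 48 genes, 35 were higher and 1 lower, though the camera call of their list ended with an estimated correlation. Activity of the sensors and factors was not measured, so that these levels do not tell whether the response was active. Of 16 tested, 1 was higher, the protease *MBTPS1* (0.60, adjusted p = 0.0226), and 1 lower, the pseudokinase *TRIB3* (-1.49, adjusted p = 0.00744), with the same counts adjusted over the list alone and a median log2 fold change of 0.20 (camera adjusted p = 0.522, and adjusted p = 0.587 with an estimated correlation). The other 14 genes did not pass the test. *TRIB3* was 0.0773 ± 0.107 (SD, n = 4) scaled TPM in summer and 2.19 ± 1.21 (SD, n = 4) in winter, and its call ended on the deposited TPM and with a pseudocount of 5. The number of higher genes was 0 without summer replicate 1 or 2, 3 without summer replicate 3 and 2 without summer replicate 5. From the higher expression of genes of protein processing in the ER, and from earlier work that ties misfolded proteins to ER stress and the unfolded protein response, the paper concludes that more protein processing in the ER is a mechanism by which granulosa cells respond to elevated temperature.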

Integration of the oocyte and granulosa cells transcriptome data revealed differential regulation of 127 genes in common with a similar direction of expression in both oocytes and granulosa cells in response to environmental temperature. 

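Among the genes lower in summer in granulosa cells that the paper also calls lower in oocytes were *ACTA2*, *SFRP2*, *ARHGDIB* and *GYPC*. Genes of the same cell types also went opposite ways, as *CD52* of leukocytes was lower in granulosa cells and is called higher in oocytes, and *CSPG4* of pericytes the reverse. Smooth muscle actin, *ACTA2*, was 9.42 ± 4.46 (SD, n = 4) scaled TPM in summer and 57.5 ± 13.6 (SD, n = 4) in winter (log2 fold change -2.55, standard error 0.28, adjusted p = 0.000762). The secreted WNT regulator *SFRP2* was 4.58 ± 3.04 (SD, n = 4) scaled TPM in summer and 51.5 ± 23.9 (SD, n = 4) in winter (log2 fold change -3.23, standard error 0.43, adjusted p = 0.00138). *ARHGDIB*, a gene of blood cells, had a log2 fold change of -2.84 (adjusted p = 0.00110) and the glycophorin *GYPC* of -1.51 (adjusted p = 0.00148). On the deposited TPM the calls of *ACTA2* and *GYPC* ended.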

The majority of the transcripts (114 genes) were found to be suppressed in both oocytes and granulosa cells collected during the summer season compared to the winter. Pathway analysis for these commonly suppressed transcripts due to thermal stress in oocytes and granulosa cells revealed their enrichment in several pathways associated with ovarian function, follicle and oocyte development (Fig. 10). The involvement of the *TGF-beta* and *PI3K-Akt* pathways suggests alterations in cell growth, apoptosis, and metabolic processes, which are critical for follicular maturation and oocyte quality [53, 67]. Additionally, changes in focal adhesion and ECM-receptor interactions indicate potential disruptions in oocyte-follicle communication and intracellular signaling [68] due to the elevated summer temperature. Investigating the functional consequences of these gene expression changes on further embryonic development in vivo could provide deeper insights into how environmental stressors affect reproductive efficiency. This is the first evidence indicating how follicular cells (granulosa cells) and gametes (oocytes) are affected by or respond to environmental elevated temperature in the ovarian follicle.

## Conclusion

Our results indicate that cows exposed to seasonal fluctuations of heat stress dramatically alter their granulosa cells and oocytes transcriptome, which may in part be responsible for negatively impacting follicular physiology. Specified genes and their associated pathways and biological processes pose an essential function in bovine granulosa cells and oocytes’ response to heat stress, potentially serving as mechanisms for future targets to mitigate the impact of heat stress within the intrafollicular environment.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The raw FASTQ files and processed CSV files of the RNA sequencing data have been deposited in the NCBIs Gene Expression Omnibus (GEO) repository with the accession numbers GSE235170 and GSE235171.

## Declarations

### Footnotes

N/A.

### Disclaimer

We declare that in part some of the results described in this manuscript were adapted from Kamryn Joyce’s Master’s Thesis.

## Abbreviations

ANXA8L1: Annexin A8 Like 1
ATP6: Mitochondrially Encoded ATP Synthase Membrane Subunit 6
ATP8: Mitochondrially encoded ATP synthase membrane subunit 8
BP: Biological processes
C1QTNF5: C1q and TNF Related 5
C-MOS: Proto-Oncogene C-Mos
COCs: Cumulus-oocyte-complexes
COL3A1: Collagen Type III Alpha 1 Chain
COX1: Cytochrome C Oxidase I
COX3: Cytochrome C Oxidase III
CV: Coefficient of variation
DEGs: Differentially expressed genes
DNAH 1, 1, 5, 6, 7, 9, 10, 11, and 12: Dynein Axonemal Heavy Chains 1, 5, 6, 7, 9, 10, 11, and 12
DNAJB 11, 13, 14, and 90: DnaJ Heat Shock Protein Family (Hsp40) Members B11 B13, B14, and B90
DNAJC25: DnaJ Heat Shock Protein Family (Hsp40) Member C25
DRD5: Dopamine Receptor D5
ECM: Extracellular Matrix
EFNA3: Ephrin A3
EMP1: Epithelial Membrane Protein 1
EVs: Extracellular vesicles
FAWN: Florida Automated Weather Network
FDR: False discovery rate
FGF16: Fibroblast Growth Factor 16
GAPDH: Glyceraldehyde-3-Phosphate Dehydrogenase
GAST: Gastrin
GDF9: Growth Differentiation Factor 9
GEO: NCBI’s Gene Expression Omnibus
GLM: Generalized Linear Model
GV: Germinal vesicle
Hsp40: DnaJ Heat Shock Protein Family
HSP70: Heat shock protein 70
HSP90: Heat shock protein 90
HSP90B1: Heat Shock Protein 90 Beta Family Member 1
HSPA5: Heat Shock Protein Family A (Hsp70) Member 5
HSPB1: Heat Shock Protein Family B (Small) Member 1
INHA: Inhibin Subunit Alpha
MAPK: Mitogen-activated protein kinase
MMP2: Matrix Metallopeptidase 2
ND1-6: NADH dehydrogenase subunits 1–6
OPU: Ovum Pick up
PCA: Principal component analysis
PI3K-AKT: Phosphoinositide 3-kinase (PI3K)–AKT pathway
POU5F1: POU Class 5 Homeobox 1
PPYR1: Pancreatic Polypeptide Receptor 1
qPCR: Quantitative real-time PCR
SRGN: Serglycin
TEAD4: TEA Domain Transcription Factor 4
TGF-beta: Transforming growth factor-β
THI: Temperature humidity index
TLX3: T Cell Leukemia Homeobox 3
TMEM26: Transmembrane Protein 26
TMM normalization: Trimmed mean of the M-values normalization method
TNF: Tumor necrosis factor
TNFRSF13B: TNF Receptor Superfamily Member 13B
TNFRSF8: TNF Receptor Superfamily Member 8
TNFSF4: TNF Superfamily Member 4
TPM: Transcripts per million
UBB: Ubiquitin B
UPR: Unformed protein response
VSX1: Visual System Homeobox 1
XCL1: X-C Motif Chemokine Ligand 1
ZP2: Zona Pellucida Glycoprotein 2

How the deposited data were processed for this re-analysis (not part of the article)

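Polyadenylated RNA of granulosa cells was sequenced from 8 libraries, 4 of summer and 4 of winter, each made from the pooled RNA of 2 cows. The TPM values were made by the authors before deposition: per the paper, reads were trimmed, mapped to the bovine genome and summarised in CLC Genomics Workbench, with TMM normalization, while the notes deposited with the samples name other software and another build of the genome. In the deposited table each library sums to 1000000 over all listed genes, mitochondrial genes included, so that no factor between libraries is left in the values. Genes are listed by Ensembl identifier and symbol, and some have no symbol. Values of paralogs that share reads, and of genes that overlap on opposite strands, cannot be separated from this table. The number of reads per library is not given, only an average, so that the depth behind each value is unknown and no interval for counting error was computed.

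For comparisons between seasons, the 13 protein-coding mitochondrial genes were left out of the library total, the other genes were set to a total of 1000000 per library, and a factor per library was computed by the trimmed mean of M-values, with 30% of M and 5% of A trimmed (scaled TPM). zFPKM was computed per library from TPM, and genes above -3 in all 4 libraries of either season were kept. Season was tested with limma (version 3.58.1, R 4.3.3) by lmFit and eBayes with a trend on log2(scaled TPM + 1), with season as the only term and Benjamini-Hochberg adjustment over the genes kept. A gene was called at a 2-fold change on that scale, an adjusted p of at most 0.05 and zFPKM above -3 in all 4 libraries of the higher season. Log2 fold changes are summer minus winter. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

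Gene lists of pathways and cell types, 31 in all, were fixed before the data were examined and after the paper and its supplementary tables had been read, as were the tests, the alternatives and the rule for named genes. Of these lists, the heat shock genes and the axonemal dynein heavy chains were taken from the paper. For each list, members past the adjusted p over all genes and past one adjusted over the list alone were counted, and the list was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, each adjusted over the lists. Camera compares a list with the other genes, and fry asks whether its genes moved on balance one way. With the estimated correlation, the oocyte list alone stayed below an adjusted p of 0.05. The fry adjusted p was 0.00934 for ER folding, 0.00419 for cell cycle, 0.0105 for cilia, 0.00313 for pan-leukocyte and 0.00392 for T helper 17 genes. It was above 0.05 for immediate early (0.0912) and cytosolic heat shock genes (0.0557). So it was for the unfolded protein response, theca, ovulatory, apoptosis and endothelial lists, and below 0.05 for the rest. Lists share genes: 10 members of the T helper 17 list are also in the list of T, B and NK cells, 3 chemokine genes and 3 inflammatory genes are in the myeloid list, 4 of the 7 heat shock genes are in the endoplasmic reticulum list, and all 8 dynein heavy chains are in the motile cilia list.

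Named genes are those that the paper names for granulosa cells, the 10 called genes with the largest positive and the 10 with the most negative log2 fold change among those with a mean of at least 5 scaled TPM in the higher season and no overlap between seasons, and up to 4 called members of smallest adjusted p of each list. The values of the genes in the paper's tables had been seen before the rule was written. Members named outside this rule (*SEC61B*, *MBTPS1*, *MVD*, *LOX*, *IL4R*, *SMAD2*, *LUM*, *CSPG4*, *TAGLN*, *EPCAM*, *RPL22L1*, *NDUFB5*, *UQCRFS1* and *CD52*) were chosen after their values were seen. Oocyte genes were taken from Supp Table 2 and matched by identifier. The share of TPM held by mitochondrial genes was compared by a two-sided exact permutation test over all 70 assignments of the libraries. Principal components were computed on log2(scaled TPM + 1), centred and not scaled.

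The comparison was tested on simulated data of the same design, with 15411 genes tested and 50 genes changed at each size. The changed genes were drawn from those with a winter mean of at least 5 scaled TPM, so the recovery below does not cover lower genes. Past the adjusted p were 20 of the genes raised 2-fold, 41 of those raised 4-fold, 16 of those lowered 2-fold and 35 of those lowered 4-fold, and 6 of 15198 unchanged genes. Many 2-fold changes were thus missed in the simulation with 4 libraries per season. A smaller part of the genes changed there than passed in the data (2767 of 13046), which makes the adjusted p stricter. Simulated genes varied independently, with large SDs capped, so that the rates need not hold for the data. Alternatives covered the scaling, the pseudocount, the filter on low values, the variance model, library weights, the replicate number as a block, the 2-fold criterion and each library left out in turn. A covariate for the mitochondrial share, the joint removal of summer replicate 3 and winter replicate 4, and the removal of 2 unnamed genes with the mitochondrial ones were added after the data were seen. Term enrichment of the paper's pathways was not analysed here, since the term annotations were not at hand, and fixed lists were used in its place. The oocyte and leukocyte samples of the study were not analysed here. Results of some single genes are not reported here.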

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

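The tests of leukocyte RNA with their minimum levels, and the thresholds and share that decided which gene lists are given here, were chosen only after the list results were seen. Among groups of 4 libraries, 282 were tested gene by gene for a library far from the others, and 11 had one, where chance gives about 1 in 20.

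In winter, replicate 1 had the lowest mean of ER folding genes, 5.76 in log2(scaled TPM + 1), while the other winter libraries lay at 5.84 each. In summer, replicate 3 had the lowest mean of the 7 heat shock genes, 5.41, and the least *HSP90B1*, 526 scaled TPM. *GJA1* was far above the other summer libraries in replicate 1, at 1740.5 scaled TPM. *RPL37* was apart in summer replicate 2, at 2866 scaled TPM, as was *CXCR4*, at 6.01. *DHX58* was apart in summer replicate 5, at 3.25 scaled TPM. *ACTA2* was apart in winter replicate 5, at 77.7 scaled TPM, as was ENSBTAG00000043545, at 7.46. *GASK1A* was lowest in winter replicate 3, at 0.702 scaled TPM. Winter replicate 4 lay above the other winter libraries in *TYROBP* at 30.6, *NRN1* at 5.19 and *ZMYND10* at 4.67 scaled TPM.

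The following lists hold genes outside those the paper discusses for granulosa cells and had an adjusted p of at most 0.05 in both camera, at the preset correlation, and fry. In each, 0.5 or more of the tested members passed the adjusted p in 1 direction. Median log2 fold changes were 1.09 for oocyte genes, 0.76 for cholesterol synthesis and uptake, -1.50 for red blood cell genes, -1.57 for T, B and NK cell genes, -2.11 for pan-leukocyte genes, -1.41 for fibroblast and matrix genes, -1.45 for surface epithelium and mesothelium genes and -1.90 for squamous and mucosal epithelium genes. Ribosomal protein genes had a median of -0.76 that turned to 0.76 on the deposited TPM, where it was -0.13 relative to all genes, and the oocyte median turned to -0.26 relative to all genes there.

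Leukocyte genes were lower in summer, with 23 of 25 pan-leukocyte genes past the adjusted p in that direction (camera adjusted p = 4.42e-14, and 0.227 with an estimated correlation), among them *CD52* at 15.4 ± 15.4 (SD, n = 4) scaled TPM in summer and 184 ± 117 (SD, n = 4) in winter. A lower share of granulosa cells in winter that raised all other cell types alike would lower their genes in summer by like medians. The median of the 6 motile cilia genes with a winter mean of at least 5 scaled TPM lay 3.03 above that of the 7 pan-leukocyte genes with a summer mean of at least 5. This is more than the sum of their median absolute deviations, 1.12 (3.39 and 1.19 over all tested members). It counts against such a lower share only if the cilia genes come from cells other than granulosa cells. That was not tested, so a lower share stays open. A candidate explanation is leukocyte RNA in different amounts in the aspirates. Within seasons the pan-leukocyte genes had a mean pairwise correlation of 0.405, above all of 1000 random lists of like level, and of 0.477 without winter replicate 4. Lists that mark no cell type reached like values, 0.447 for ER folding and 0.481 for cell cycle genes, though 0.0910 for cytosolic heat shock genes. The correlation therefore cannot tell cell content from shared regulation within cells. The paper's text names no sort that would remove leukocytes from the pelleted fluid, no pan-leukocyte gene is in another list, and *SRGN*, which the paper names, rose while the others of the list that passed the test fell. A seasonal difference in leukocytes within the follicle, blood drawn in at aspiration, and lower expression of these genes in granulosa cells themselves stay open and were not told apart by any test.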

How the results depend on the processing

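The covariate for the mitochondrial share and the joint removal of summer replicate 3 and winter replicate 4 were chosen only after the results were seen. Of 1671 calls, 902 were also made without each library in turn, and 0 had the opposite direction without any library. Calls numbered 1426 with a replicate block (1180 shared with the 1671), and libraries of equal replicate number 1, 3 and 5 had correlations of 0.0396, 0.162 and 0.112 across genes once season was taken out. In replicates 3 and 5, each library correlated best with the library of its own number in the other season. In replicate 1 this held for the summer library and not for the winter one. Equal numbers may thus mark the same cows, which these values do not settle. Of 161 named genes, all kept their direction and side of the threshold on median-of-ratios factors, 98 on the deposited TPM, 146 under quantile normalization and 148 with a replicate block, and with a pseudocount of 5 the calls of 28 ended and 1 was gained. Depth per library is unknown, so that its effect could not be limited. No file used here names other mitochondrial features, so the alternative that adds them to the share was not run. With 2 abundant unnamed genes left out beside the mitochondrial ones, chosen after the values were seen, 819 genes were called higher and 893 lower, all 1671 among them, and the top 20 lists shared 10 genes. Apart from the limits stated with them, the cause of the changes below was not tested.

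On the deposited TPM, 5610 genes were called, 5529 higher and 81 lower; the counts were 59 cilia, 7 dynein heavy chain, 7 pan-leukocyte, 2 inflammatory and 6 T helper 17 genes, and 383 shared with oocytes, 42 higher in both, 13 lower in both, 326 higher in granulosa cells and lower in oocytes and 2 of the opposite pattern. The camera adjusted p there was 0.0895 for cilia, 0.547 for oocyte genes and 0.579, turned down, for dynein heavy chains, and the first component held 86.5%. Genes of these lists are largely low, and the added 1 flattens low genes more on that scale, so these values cannot tell an absent rise from compression. With a pseudocount of 5, 791 were called, 388 higher and 403 lower, with 1 dynein gene, and 121 shared with oocytes, 5 higher in both, 57 lower in both and 10 lower in granulosa cells and higher in oocytes. The adjusted p alone gave 2767, 1430 higher and 1337 lower. With the covariate, 145 were called, 45 higher and 100 lower, and the counts were 2 ER folding, 1 cell cycle, 0 cilia, 1 oocyte, 2 pan-leukocyte, 0 chemokine, 1 inflammatory, 1 T helper 17, 1 heat shock and 0 dynein genes. Beside the 1 lower T helper 17 gene, 1 was higher, and standard errors also rose. Dynein genes numbered 5 with a pseudocount of 0.1, 0 at a minimum of 1 scaled TPM in 4 libraries (fewer genes tested), 4 without the trend, 4 with library weights, 1 with a replicate block and 4 without summer replicate 3 and winter replicate 4, which gave 46 cilia genes. The minimum of 1 scaled TPM gave 4 oocyte genes, and the replicate block 8 inflammatory genes.

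Log2 fold changes turned positive on the deposited TPM for *ATP8* (1.39), *COX7A1* (0.0291), *DHX58* (0.0807), *GSTA1* (1.42), *MYL9* (0.11), *ND2* (0.35), *ND4* (0.11), *ND5* (0.25), *RPL37* (0.0232), *RPLP1* (0.69), *UQCR11* (0.29) and *UQCRH* (0.44), and under quantile normalization for *ATP6* (0.51), *ATP8* (0.35), *CYTB* (0.32), *GSTA1* (0.33), *ND1* (0.29), *ND2* (0.0883), *ND4* (0.0903) and *ND5* (0.0883). Quantile normalization largely removes a shift shared by the mitochondrial genes, which hold top ranks, so their values there do not test it.

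Without each library in turn, results ranged from 1106 to 1837 for calls, 504 to 1003 for calls of higher genes, 16 to 41 for cilia genes, 7 to 13 for oocyte genes, 8 to 17 for inflammatory genes, 1 to 4 for dynein heavy chains, 137 to 227 for genes shared with oocytes, 7 to 16 for genes higher in both cell types, 41 to 95 for genes higher in granulosa cells and lower in oocytes, 22 to 42 for genes of the opposite pattern, -0.75 to 0.65 for the log2 fold change of *ATP8*, -0.21 to 0.0411 for the log2 fold change of *GSTA1* and -23.2 to -10.8 for the difference in mitochondrial share, in percentage points.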

Differences from the paper's values

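Of the values compared, 2 differ from the paper's by over 1.5 times. Both are fold changes, for which no spread between replicates was taken into account. In Table 6, 9 of the higher and 5 of the lower genes were listed at 0 in every library of the other season. They give no ratio and could not be compared. The fold change of *CABLES1* is -71.73 in Table 6, the paper's value, and the ratio of mean scaled TPM, written with the paper's sign, was -118.5 here. Of the alternatives set before the data were examined, the difference closed without summer replicate 1, 3 or 5 (-88.9) and without winter replicate 1 (-93.7) or 4 (-88.1), and stayed on the deposited TPM (-33.3), with median-of-ratios factors (-123.2) and without winter replicate 3 (-153.2) or 5 (-139.2). Without summer replicate 2 all summer values are 0 and no fold can be given. The summer mean thus rests on that library, and leaving out any other summer library must shrink the fold. That the difference closed in those cases therefore says nothing about its source. The fold change of *RNASE1_2* is the paper's -104.72 in Table 6 and was -234.3 here, and the difference stayed on the deposited TPM (-40.6), with median-of-ratios factors (-241.1) and without each library other than summer replicate 1, the one with a value above 0 (-289.0 to -175.7).

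The paper calls all 8 axonemal dynein heavy chains, and *DNAH11* alone was called here. Alternatives that call others are a pseudocount of 0.1 (*DNAH1*, *DNAH5*, *DNAH9* and *DNAH10*), a pseudocount of 0.5 (*DNAH1* and *DNAH5*), library weights (*DNAH5* and *DNAH9*), the adjusted p alone (*DNAH5*) and leaving out summer replicate 3 (*DNAH5* and *DNAH9*), while *DNAH6*, *DNAH7* and *DNAH12* were called under no alternative. Of the other genes in Table 6, *CCDC13*, *TMEM151B*, *NKX2-3*, *NRN1* and *ZNF831* were not called here, and 12 others of the 20 besides *DNAH11* were. *CCDC13* was called with a pseudocount of 0.1 or 0.5, with library weights, by the adjusted p alone and without summer replicate 2 or 3, *TMEM151B* with a pseudocount of 0.1 or 0.5 and without summer replicate 3, *NKX2-3* with a pseudocount of 0.1, *NRN1* with a pseudocount of 0.1 or 0.5, with library weights and without winter replicate 3, and *ZNF831* under no alternative. With the adjusted p alone, 270 genes were shared with the oocyte calls, which equals the paper's count, at a threshold that differs from the paper's. The first principal component holds about 32% in Fig. 6A, read by eye, and held 47.7% here, 36.4% when genes were set to unit variance and 86.5% on the deposited TPM.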

Other observations

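The tests on motile cilia genes, and the counts of splits at an unadjusted p, were chosen only after the result was seen, and the covariate for the mitochondrial share was added after the data were seen. *INHBB*, a subunit of inhibin and activin, was higher in summer, with a log2 fold change of 1.78 (adjusted p = 0.00138), as was *SCD*, the stearoyl-CoA desaturase, at 679.7 ± 105 (SD, n = 4) scaled TPM in summer and 241 ± 55.4 (SD, n = 4) in winter (log2 fold change 1.50, adjusted p = 0.000921). Of 25 genes of cholesterol synthesis and uptake, 14 were higher and 1 lower (15 and 2 adjusted over the list alone), with a median log2 fold change of 0.76 (camera adjusted p = 0.00103, and adjusted p = 0.274 with an estimated correlation). The lower gene was *MVD* (-0.55), and 9 were higher without summer replicate 1 or 2. Of 29 immediate early genes, 10 were higher and none lower (12 and 0 adjusted over the list alone, 14 higher and 0 lower at an unadjusted p under 0.05), with a median log2 fold change of 1.14 (camera adjusted p = 0.000379, and adjusted p = 0.415 with an estimated correlation). *IER2* had a log2 fold change of 2.26 and *SRF*, a transcription factor that drives such genes, of 1.72, and the count was 5 without summer replicate 1 or winter replicate 3 or 5 and 4 without summer replicate 2. Of 26 hypoxia response genes, 8 were higher and 2 lower (10 and 2 adjusted over the list alone), with a median log2 fold change of 0.45 (camera adjusted p = 0.0466, and adjusted p = 0.258 with an estimated correlation). The lower ones were *NDRG1* (-2.05) and *LOX* (-2.13), and the number higher was 5 without summer replicate 1, 2 or 5 or winter replicate 3 and 4 without winter replicate 5. The camera test of the hypoxia list missed its threshold under 8 of 19 alternatives, among them the deposited TPM and the comparison without winter replicate 3.

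Of 10 genes of theca and steroid-producing stroma, 1 was higher and none lower (0 and 0 adjusted over the list alone, 2 higher and 0 lower at an unadjusted p under 0.05, median 0.51, camera adjusted p = 0.189), and the number higher was 0 when any library but winter replicate 1 was left out. Of 14 ovulatory response genes, *EREG* was higher (1.59) and *ADAMTS9* lower (-1.11), as when adjusted over the list alone (median 0.12, camera adjusted p = 0.542), and the number higher was 0 without summer replicate 1 or winter replicate 3 or 5 and 2 without summer replicate 3 or 5 or winter replicate 4. Of 22 genes of apoptosis and p53 targets, *GADD45G* was higher (1.34) and *TP53I3* (-1.84) and *PMAIP1* (-1.83) were lower, as counted over the list alone with 1 and 2, and the median of -0.13 turned to 0.97 on the deposited TPM, 0.08 there relative to all genes (camera adjusted p = 0.411); 1 was lower without summer replicate 5 or winter replicate 3, 4 or 5. Of 28 genes of the type I interferon response, 7 were lower and 1, *IFIT5* (1.09), higher (14 and 1 adjusted over the list alone), with a median of -1.05 that was 0.06 on the deposited TPM and -0.83 there relative to all genes (camera adjusted p = 2.14e-06, and adjusted p = 0.227 with an estimated correlation). The interferon count was 2 without summer replicate 1, 4 without summer replicate 2 or winter replicate 1 and 12 without winter replicate 3. Winter replicate 4 had the highest interferon mean, 3.83 in log2(scaled TPM + 1). Winter replicate 3, at 2.63, lay within the summer range of 2.04 to 2.88. Pan-leukocyte genes were lower too (23 of 25), and the leukocyte lists hold 0 of the 28 interferon genes.

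Of 81 ribosomal protein genes, 69 were lower and 1, *RPL22L1* (0.74), higher (73 and 1 adjusted over the list alone), with a median of -0.76 that turned to 0.76 on the deposited TPM, -0.13 there relative to all genes (camera adjusted p = 2.35e-24, 0.0895 on the deposited TPM, 3.77e-32 to 0.0895 over 19 alternatives, and adjusted p = 0.227 with an estimated correlation). Of 78 nucleus-encoded genes of oxidative phosphorylation, 25 were lower and 2, *NDUFB5* (0.84) and *UQCRFS1* (0.41), higher (26 and 3 adjusted over the list alone), with a median of -0.31 that turned to 1.18 on the deposited TPM, 0.29 there relative to all genes (camera adjusted p = 8.58e-06, 0.426 on the deposited TPM, 4.36e-08 to 0.426 over 19 alternatives, and adjusted p = 0.415 with an estimated correlation), and 16 were lower without winter replicate 5. Of 14 smooth muscle and pericyte genes, *ACTA2*, *MYL9*, *MYH11*, *CALD1* and *TAGLN* were lower and *CSPG4* (1.99) higher (8 and 3 adjusted over the list alone), with a median of -0.85 that turned to 0.06 on the deposited TPM, -0.83 there relative to all genes (camera adjusted p = 0.00299, and adjusted p = 0.236 with an estimated correlation). Of 14 endothelial genes, *SOX17* was higher (2.06) and *CD34* lower (-2.74), as when adjusted over the list alone (1 and 1), with a median of 0.03 that was -0.72 relative to all genes on the deposited TPM (camera adjusted p = 0.749, 0.00249 on the deposited TPM, 0.00249 to 0.887 over 19 alternatives), and 2 were higher without summer replicate 3.

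Motile cilia genes were higher in summer, with *FOXJ1* at 44.0 ± 26.3 (SD, n = 4) scaled TPM in summer and 4.48 ± 2.91 (SD, n = 4) in winter. With an estimated correlation the camera adjusted p of the list was 0.236. How far values near the floor of the log2 scale shape the change of this list cannot be told apart from it: the 6 cilia genes with a winter mean of at least 5 scaled TPM had a median log2 fold change of 0.43 (median absolute deviation 0.50), a level that lets in fewer genes that rose, and the 15 with a mean of at least 5 over all libraries, a level the rise itself can meet, had 1.62 (median absolute deviation 1.20). RNA of ciliated cells in different amounts in the aspirates is a candidate explanation. Within seasons the cilia genes had a mean pairwise correlation of 0.492, above all of 1000 random lists of like level, and of 0.563 without winter replicate 4. Cell cycle genes, which mark no cell type, had 0.481, and cytosolic heat shock genes 0.0910. The correlation therefore cannot tell cell content from shared regulation within cells. The paper's text names no sort that would remove ciliated cells, and 8 of the list's genes are dynein heavy chains that the paper names from these libraries. Higher expression of cilia genes by granulosa cells in summer stays open, and on the deposited TPM the camera test missed its threshold (adjusted p = 0.0895, the highest of 19 alternatives that start at 1.72e-20). On that scale the added 1 flattens low genes more.

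The mitochondrial share of the libraries was 71.1% in summer and 88.8% in winter, with summer replicate 3 at 87.7%. With this share as a covariate, the season log2 fold changes of the 1667 called genes that are not mitochondrial had a median ratio of 0.836 to those without it (quartiles 0.689 and 0.989), all 1667 kept their sign, and standard errors grew by a median ratio of 1.45. Calls fell to 145, of which 133 are among the 1671, which goes with the larger standard errors, as the share itself differs between seasons. How much of the season difference goes with the share cannot be told apart from season at 4 libraries each. Session, and the state of the RNA at collection, stay open with the season itself, since each season is 1 session.

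The 8 libraries can be split into 4 and 4 in 35 ways, the real one included. The real split called 1671 genes and the highest other called 1 gene. Each other split mixes the seasons, so that a season difference itself keeps the calls there few. The real split is thus 1 of 35, which does not exclude chance. As other splits called 0 or 1 genes in all, their count of 0 past the adjusted p in each list, and of 0 genes shared with the oocyte calls, says nothing more about a list. At an unadjusted p under 0.05 the real split held 4677 of all tested genes and the highest other 1796, an excess over all genes that each list shares, so that no count of splits is given here as evidence on a single list. The splits cannot separate season from session.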
